# Cytoplasmic LMO2-LDB1 Complex Activates STAT3 Signaling through Interaction with gp130-JAK in Glioma Stem Cells

**DOI:** 10.3390/cells11132031

**Published:** 2022-06-26

**Authors:** Cheol Gyu Park, Sang-Hun Choi, Seon Yong Lee, Kiyoung Eun, Min Gi Park, Junseok Jang, Hyeon Ju Jeong, Seong Jin Kim, Sohee Jeong, Kanghun Lee, Hyunggee Kim

**Keywords:** cancer stem cells, glioblastoma, glioma stem cells, LMO2, STAT3

## Abstract

The oncogenic role of nuclear LIM domain only 2 (LMO2) as a transcriptional regulator is well established, but its function in the cytoplasm is largely unknown. Here, we identified LMO2 as a cytoplasmic activator for signal transducer and activator of transcription 3 (STAT3) signaling in glioma stem cells (GSCs) through biochemical and bioinformatics analyses. LMO2 increases STAT3 phosphorylation by interacting with glycoprotein 130 (gp130) and Janus kinases (JAKs). LMO2-driven activation of STAT3 signaling requires the LDB1 protein and leads to increased expression of an inhibitor of differentiation 1 (ID1), a master regulator of cancer stemness. Our findings indicate that the cytoplasmic LMO2-LDB1 complex plays a crucial role in the activation of the GSC signaling cascade via interaction with gp130 and JAK1/2. Thus, LMO2-LDB1 is a *bona fide* oncogenic protein complex that activates either the JAK-STAT signaling cascade in the cytoplasm or direct transcriptional regulation in the nucleus.

## 1. Introduction

Glioblastoma (GBM) is a catastrophic primary brain tumor [1]. Despite conventional therapy for patients with GBM, the median survival is approximately 15 months [2,3].

Cancer stem cells (CSCs) possess the characteristics of normal stem cells (NSCs), such as self-renewal, differentiation potential, and unique niche [4,5,6,7]. Numerous studies have supported the existence of CSCs in various types of tumors, such as leukemia, breast cancer, and GBM [8,9,10]. CSCs are responsible for tumor propagation, resistance to chemoradiotherapy, and tumor recurrence [11,12,13]. Numerous studies have demonstrated that CSCs maintain their cancer stemness through a variety of ligand-induced receptor signaling pathways, such as Notch, Wnt, Hedgehog, NF-κB, JAK-STAT, and TGF-β [14]. However, among the molecular mechanisms regulating the properties of CSCs, cell-intrinsic signaling pathways independent of extracellular signaling ligands are relatively less documented.

LIM domain only 2 (LMO2) consists of two LIM (LIN-11, Isl1, and MEC-3) domains—LIM1 and LIM2. LIM domains are composed of two zinc-finger binding motifs that mediate interactions with other proteins [15]. LMO2 proteins act as bridging molecules for the formation of the transcriptional complex with LIM domain-binding 1 (LDB1), TAL1, and LYL1 (class II basic helix-loop-helix (bHLH) transcription factors), TCF3 (a class I bHLH transcription factor), and GATA1 (a zinc finger transcription factor) [16,17,18]. The LMO2-mediated transcriptional complex is an essential transcriptional regulator of hematopoiesis and angiogenesis during early development [19,20]. In the case of cancers, aberrant expression of LMO2 induces tumor aggressiveness and CSC characteristics in T-ALL and GBM [21,22]. In contrast, some studies have shown that LMO2 is a favorable prognostic marker in pancreatic cancer and diffuse large B-cell lymphoma [23,24]. Thus, it is necessary to elucidate the proteins that interact with LMO2 to elicit its oncogenic function. Most studies have focused on the transcriptional role of LMO2 within the nucleus, whereas few studies have shown the presence of cytoplasmic LMO2 in vitro and in vivo, suggesting the potential tumor-suppressive functions of LMO2 in the cytoplasmic compartment by suppressing Wnt signaling via interaction with DVL-1/2 [25]. Conversely, little is known about whether LMO2 has an oncogenic function by interacting with cytoplasmic proteins. Therefore, the aim of this study was to investigate the oncogenic role of cytoplasmic LMO2 in glioma stem cells (GSCs) and to elucidate the signaling mechanisms induced through complex with proteins that bind to cytoplasmic LMO2.

## 2. Materials and Methods

### 2.1. Cell Lines and Culture Conditions

The human glioblastoma stem cell lines (GSC11 and GSC20) were kindly provided by Dr. Erick P. Sulman (Department of Radiation Oncology, The University of Texas MD Anderson Cancer Center, Houston, TX, USA). These cell lines were cultured using Dulbecco’s modified Eagle’s medium/F12 (DMEM/F12) (HyClone, Logan, UT, USA) supplemented with 0.2% B27 (Invitrogen, Carlsbad, CA, USA), 20 ng/mL epidermal growth factor (EGF) (R&D Systems, Minneapolis, MN, USA), 20 ng/mL basic fibroblast growth factor (bFGF; R&D Systems, Minneapolis, MN, USA), 1% penicillin or streptomycin (HyClone, Logan, UT, USA), 2 mmol/L L-glutamine (HyClone, Logan, UT, USA), and 50 μg/mL gentamicin (Cellgro, Corning, NY, USA). The human B cell lymphoma cell line, JM1, was purchased from ATCC (ATCC, Manassas, VA, USA), and the human erythroleukemia cell line TF-1 was purchased from the ATCC. These cells were cultured in RPMI1640 (HyClone, Logan, UT, USA) supplemented with 10% fetal bovine serum (HyClone, Logan, UT, USA), 1% penicillin or streptomycin, 2 mM L-glutamine, and 50 µg/mL gentamicin. TF-1 cells were cultured in medium containing 2 ng/mL GM-CSF (R&D Systems, Minneapolis, MN, USA).

The human glioma cell lines (U87MG and U373MG) were purchased from the ATCC (ATCC, Manassas, VA, USA). The HEK293FT cell line was purchased from Thermo Fisher Scientific (Thermo Fisher Scientific, Waltham, MA, USA). These cells were cultured in DMEM with high glucose (4500 mg/L) supplemented with 10% fetal bovine serum (HyClone, Logan, UT, USA), 1% penicillin/streptomycin, 2 mM L-glutamine, and 50 µg/mL gentamicin.

### 2.2. Plasmids

HA-LMO2, LIM1-GFP, LIM2-GFP, FLAG-FERM, FLAG-SH2, FLAG-JH2, FLAG-JH1, and FLAG-gp130^ID^ were inserted into the pcDNA 3.1(+)-Puro. The cDNA of JAK1, JAK2, and gp130 was generously gifted by Dr. Hong-Hee Kim (Seoul National University, Republic of Korea), Dr. Joohun Ha (Kyunghee University, Republic of Korea), and Dr. Gerhard Müller-Newen (RWTH Aachen University, Germany). FLAG-JAK1, FLAG-JAK2, and FLAG-gp130 were cloned into the pCMV-TAG2B. Human LMO2 and HA-FLAG-LMO2 were cloned using the pLL-CMV-puro. 3× SBE (STAT3 binding element)-mCMV-EGFP was cloned into the pCDH-CMV-puro vector. The pCDH-CMV-gp130-DsRED was established for fluorescence-activated cell sorting (FACS). Short hairpin RNAs (shRNAs) targeting human LMO2 were purchased from Sigma. The shID1 plasmid was kindly provided by Dr. Xun Jin (Lerner Research Institute, USA).

### 2.3. Lentiviral Transduction and Gene Transfections

Each shRNA vector was transfected with the second-generation lentiviral packaging plasmids Δ8.9 and VSV-G to produce the lentivirus using the LipoJet transfection reagent (SignaGen Laboratories, Frederick, MD, USA) into transformed HEK293FT cells. Non-targeting shRNA (pLKO.1 shNT Puro, Addgene, Watertown, MA, USA) was used as a control. The culture medium was harvested 24 h after transfection, incubated with a Lenti-X concentrator (Clontech, Kusatsu, JPN), and centrifuged to obtain the concentrated lentivirus. Finally, the cells were infected with the lentiviruses in the presence of 6 μg/mL hexadimethrine bromide (Sigma, Missoula, MO, USA) for 24 h.

LDB1 siRNA was purchased from Sigma, and the ScreenFect A transfection reagent (Wako Pure Chemical, Osaka, JPN) was used according to the manufacturer’s instructions. TF-1 cells were infected with the lentivirus using the spinoculation method; then, 2 × 10^5^ TF-1 cells were plated in 6-well plates with fresh media containing 6 μg/mL hexadimethrine bromide and lentivirus. Subsequently, these cells were centrifuged at 2000× *g* for 2 h at room temperature. The next day, the lentivirus was removed, and a fresh medium with GM-CSF (R&D Systems, Minneapolis, MN, USA) was added.

### 2.4. RNA Extraction, Quantitative Reverse Transcription-PCR

By following the manufacturer’s instructions, total RNA was obtained from cells using QIAzol lysis reagent (QIAGEN, Hilden, DEU), and DNase I-treated RNA (1 μg) was reverse-transcribed into cDNA using a RevertAid first-strand cDNA synthesis kit (Thermo Fisher Scientific, Waltham, MA, USA). The qRT-PCR reaction was utilized using the CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) using TB Green Premix Taq (Takara Bio Inc., Kusatsu, JPN). Gene expression was quantified using the standard 2−∆∆Ct method as previously described [26]. The mRNA expression level of each target gene was normalized to that of the GAPDH control.

### 2.5. Co-Immunoprecipitation and Western Blot Assay

For the Co-IP assay, the previously described plasmids were co-transfected into HEK293FT cells, and the cells were extracted using IP lysis buffer (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 1 mM PMSF (Sigma, Missoula, MO, USA), a protease inhibitor (Roche, Basel, CHE), and phosphatase inhibitors (2.5 mM Na_4_P_2_O_7_, 1 mM NaF, and 1 mM Na_3_VO_4_). The lysates were pre-cleared with Protein A/G agarose (Thermo Fisher Scientific, Waltham, MA, USA), and the proteins (500–1000 µg) were precipitated using the anti-FLAG antibody (1:100; Sigma, Missoula, MO, USA), anti-HA antibody (1:100; Cell Signaling, Danvers, MA, USA), and Protein A/G agarose. The FLAG or HA-binding proteins were washed with IP lysis buffer and eluted with 1× LDS sample buffer (Invitrogen, Carlsbad, CA, USA) for 3 min at 100 °C. SDS-PAGE was used to separate the eluted proteins, which were then transferred to a poly-vinylidene fluoride membrane (Millipore, Darmstadt, DEU). The membranes were blocked with 5% non-fat milk and incubated with primary antibodies. Following washing, the membranes were incubated with a horseradish peroxidase-conjugated anti-IgG secondary antibody (Thermo Fisher Scientific, Waltham, MA, USA) and visualized using PicoEPD Western Reagent (Elpis Biotech, Daejeon, KOR). Primary antibodies were used at the following dilutions: anti-FLAG (1:1000, Sigma, Missoula, MO, USA) and anti-HA (1:1000, Sigma, Missoula, MO, USA).

For the endogenous Co-IP assay, proteins of glioblastoma stem cells, GSC11 and GSC20, were extracted using IP lysis buffer supplemented with 1 mM PMSF, protease inhibitor, and phosphatase inhibitors. The lysates were pre-cleared with Protein A/G agarose, and lysate (1 mg) was precipitated using the anti-LMO2 antibody (4 µg, R&D systems, Minneapolis, MN, USA), anti-LDB1 antibody (4 µg, Abcam, Cambridge, GBR), anti-JAK1 antibody (4 µg, Cell Signaling, Danvers, MA, USA), and anti-GP130 antibody (4 µg, Abcam, Cambridge, GBR). The precipitated proteins were washed with IP lysis buffer and PBS containing 1 mM PMSF.

Cell extracts were lysed by sonication in RIPA lysis buffer (LPS Solution, Daejeon, KOR) containing 1 mM β-glycerophosphate, 2.5 mM Na_4_P_2_O_7_, 1 mM NaF, 1 mM Na_3_VO_4_, and protease inhibitor. The protein concentration was determined using the Bradford reagent (Bio-Rad, Hercules, CA, USA), following the manufacturer’s instructions. Approximately 10–50 µg of proteins were resolved by SDS-PAGE, and immunoblotting was performed as described above. The primary antibodies used were as follows: anti-LMO2 (1:500), anti-LDB1 (1:500), anti-JAK1 (1:500), anti-JAK2 (1:500), anti-gp130 (1:2000), anti-β-actin (1:10,000, Santa Cruz Biotechnology, Dallas, TX, USA), anti-pY705-STAT3 (1:500, Cell Signaling, Danvers, MA, USA), anti-STAT3 (1:1000, Cell Signaling, Danvers, MA, USA), and anti-ID1 (1:500, Biocheck, South San Francisco, CA, USA). β-Actin was used as a loading control.

### 2.6. Promoter-Luciferase Reporter Assay

Using the Dual-Glo Luciferase Assay System (Promega, Madison, WI, USA), the transcriptional activity of ID1 was measured by analyzing the relative luciferase activities of the pGL3-ID1 promoter and pTOP or FOP-Flash. According to the manufacturer’s instruction, transfection efficiency was normalized with co-transfected Renilla luciferase activity.

### 2.7. In vitro Limiting Dilution Sphere Formation Assay

In 96-well plates containing DMEM/F12 with B27, EGF, and bFGF, decreasing numbers of cells (20, 10, 5, 2, and 1) were seeded in individual wells for an in vitro limiting dilution assay (*n* = 18). After 14 days, light microscopy was used to count spheres larger than 10 µm in diameter. The frequency of stem cells was calculated using the ELDA software (Parkville Victoria, AUS), which is available at https://bioinf.wehi.edu.au/software/elda (accessed on 10 November 2018).

### 2.8. Migration Assay

For the migration assay, 5.0 × 10^3^ U87MG cells were seeded and incubated in ultra-low attachment 96-well plates for 72 h. After incubation, the spheroids were harvested and immediately seeded on a matrigel (BD Biosciences, Franklin Lakes, NJ, USA) -coated 6-well plates. Each well was scanned at 3-h intervals, and the sprouting area and length from the center of the spheroid were measured and quantified using IncuCyte Zoom (Sartorius, Goettingen, DEU, Version; 2016B).

### 2.9. Proximity Ligation Assay

Glioblastoma cells were attached to Matrigel-coated 48-well slides to perform the proximity ligation assay, then the cells on the slides were fixed with 4% paraformaldehyde. The fixed cells were permeabilized using 0.5% Triton ×-100 for 30 min. Samples were stained using primary antibody followed by Duolink in situ PLA probes with anti-goat PLUS, anti-rabbit MINUS, and Duolink in situ detection reagents Red (Sigma, Missoula, MO, USA) following the manufacturer’s instructions. anti-LMO2 (1:200), anti-LDB1 (1:200), anti-JAK1 (1:200), anti-JAK2 (1:200), and anti-GP130 (1:500) were used as primary antibodies. Samples were incubated at 4 °C for 16 h with primary antibodies and counterstained with the nuclear dye 4′,6-diamidino-2-phenylindole (1 µg/mL, Sigma, Missoula, MO, USA) for 5 min. Samples were imaged using a confocal laser-scanning microscope LSM800 after staining (Carl-Zeiss; Plan-Apochromat ×63/1.40 Oil DIC M27, Jena, DEU).

### 2.10. Liquid Chromatography with Tandem Mass Spectrometry (LC-MS/MS)

Protein bands of interest were excised and digested in-gel with sequencing grade modified trypsin (Promega, Madison, WI, USA) for in-gel protein digestion. In brief, each protein spot was excised from the gel, placed in a polypropylene (Eppendorf, Hamburg, DEU) tube, and washed four to five times (until the gel was clear) with 150 µL of 1:1 acetonitrile/25 mM ammonium bicarbonate, pH 7.8. The gel slices were dried in a Speedvac concentrator and then rehydrated in 30 µL of 25 mM ammonium bicarbonate, pH 7.8, containing 20 ng of trypsin. After incubation at 37 °C for 20 h, the liquid was transferred to a new tube. Tryptic peptides remaining in the gel matrix were extracted for 40 min at 30 °C with 20 µL of 50% (*v*/*v*) aqueous acetonitrile containing 0.1% (*v*/*v*) formic acid. The combined supernatants were evaporated in a Speedvac concentrator and dissolved in 8 µL of 5% (*v*/*v*) aqueous acetonitrile solution containing 0.1% (*v*/*v*) formic acid for mass spectrometric analysis.

The resulting tryptic peptides were separated and analyzed using reversed phase capillary HPLC directly coupled to a Finnigan LCQ ion trap mass spectrometer (LC-MS/MS) to identify proteins by LC-MS/MS. 0.1 × 20 mm trapping and a 0.075 × 130 mm resolving column were packed with Vydac 218MS low trifluoroacetic acid C18 beads (5 µm in size, 300 Å in pore size; Vydac, Hesperia, CA, USA) and placed in-line. The peptides were bound to the trapping column for 10 min with 5% (*v*/*v*) aqueous acetonitrile containing 0.1% (*v*/*v*) formic acid; then the bound peptides were eluted with a 50 min gradient of 5%–80% (*v*/*v*) acetonitrile containing 0.1% (*v*/*v*) formic acid at a flow rate of 0.2 µL/min. For tandem mass spectrometry, the full mass scan range mode was m/z = 450–2000 Da. After determination of the charge states of an ion on zoom scans, product ion spectra were acquired in MS/MS mode with a relative collision energy of 55%.

The individual spectra from MS/MS were processed using the TurboSEQUEST software (Thermo Quest, San Jose, CA, USA). The generated peak list files were used to query either the MSDB database or SwissProt using the MASCOT program (http://www.matrixscience.com, accessed on 19 September 2018). Modifications of methionine and cysteine, peptide mass tolerance at 2 Da, MS/MS ion mass tolerance at 0.8 Da, allowance of missed cleavage at 2, and charge states (+1, +2, and +3) were taken into account. Only significant hits, as defined by MASCOT probability analysis, were considered initially.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD028254 [27].

### 2.11. Bioinformatics Analysis

RNA-Seq was performed at the Beijing Genomics Institute (BGI). LMO2 RNA-seq data were grouped based on >2-fold change in expression with >0.7 probability value to establish the LMO2 signature (GEO: GSE182169)**.** Gene set enrichment analysis (GSEA) was conducted using 3.0 version GSEA (Broad Institute) and the RNA sequencing data set, which includes triplicate FPKM values for each gene. The results were considered statistically significant with a false discovery rate (FDR) < 0.25. Single-sample GSEA (ssGSEA) was analyzed with 8.0 version ssGSEAProjection (https://cloud.genepattern.org, accessed on 5 October 2019). Normalized gene expression values and enrichment scores were calculated to z-scores. The extent of correlation is displayed as a correlation coefficient (r).

The ssGSEA was conducted using LMO2 (or LMO4)-signature and STAT3-signature to evaluate the clinical significance of LMO2 (or LMO4) and STAT3 signaling. Next, the group was divided into two groups (Group 1: STAT3-signature-High LMO2 (or LMO4)-signature-High; Group 2: STAT3-signature-Low and LMO2 (or LMO4)-signature-Low) based on the following criteria: signature-high = greater than the mean of the ssGSEA score + standard deviation, signature-Low = less than the mean of the ssGSEA score–standard deviation. Patient prognosis between the two groups was then compared.

The ID1 RNA-seq data performed by eBiogen were grouped based on >2-fold change in expression to establish ID1 signature as determined by comparing the mean expression values (Student’s *t*-test; *p* < 0.05) (GEO: GSE182670).

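The deposited RNA-seq data came from U87MG cells, an established human glioblastoma line, 24 h after transduction with lentivirus for GFP as the control or for ID1, ID2, ID3 or ID4. Each of the 5 groups had 3 libraries. They were made with the QuantSeq kit, which sequences the 3′ ends of polyadenylated transcripts. For each gene symbol, the authors deposited a read count and a log2 value normalized between libraries, both on the hg19 build (GRCh37). The table listed 25737 entries, counted as genes here although 286 symbols occurred more than 1 time, of which 5484 had a count of 0 in every library. Total counts per library were 11949100 to 14198548 (median 12067732) in the GFP group and 13379741 to 15148979 (median 13403327) in the ID1 group. Levels are given in CPM, counts scaled to each library's total over the tested genes and its TMM factor, both described below. A floor of 3 counts corresponded to 0.198 to 0.271 CPM on the full library totals, and it covers counting error only. For the comparisons below, counts were normalized by edgeR's TMM method and fitted with 1 mean per group over all 15 libraries. Tested genes were the 12870 whose mean deposited log2 value over all libraries was in the upper 50% of the table, at 3.22 or more.
The ID1 gene lies on chromosome 20 of GRCh37 from 30193086 to 30194318. Its mRNA level was 345 ± 8.19 CPM (SD, n = 3) in the GFP libraries and 248 ± 2.43 (SD, n = 3) in the libraries labelled ID1. The log2 fold change was -0.48 (standard error 0.06, adjusted p = 5.54e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors for edgeR are the size of the log2 fold change over the square root of the test's F statistic. Every library labelled ID1 had a lower deposited ID1 value than every GFP library (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). With each replicate left out in turn, the log2 fold change stayed between -0.49 and -0.46. Counts of ID1 were therefore not raised in these libraries, and they are named by their label here. Deposited ID1 values in the libraries labelled ID2, ID3 and ID4 differed from GFP by -0.11, -0.08 and -0.30 on the log2 scale. By contrast, ID4 mRNA was at least 949-fold higher in the libraries labelled ID4 than in GFP, where it was at or below the floor. The deposited value of ID3 was 0.49 (log2) higher and that of ID2 changed by -0.91 in the libraries carrying their own label. The files do not tell transcripts of the vector from those of the endogenous gene.

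**Figure D1:**
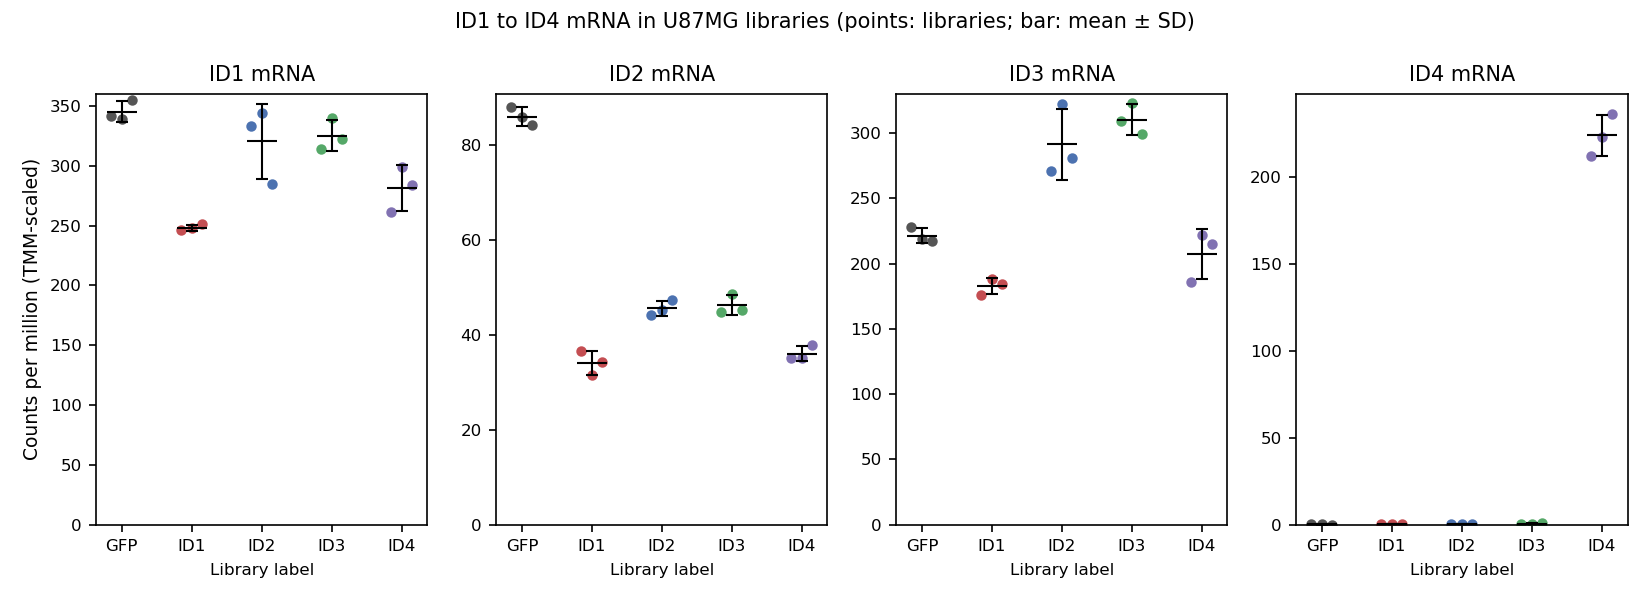
CPM (linear axes from 0) of ID1, ID2, ID3 and ID4 mRNA in the 3 libraries of each group, named by label, with points for libraries and bars for the mean and SD. The ID1 level was lower in the libraries labelled ID1 (248) than in GFP (345), and ID4 mRNA was high in the libraries labelled ID4 alone.

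Between the libraries labelled ID1 and GFP, 2849 of the 12870 tested genes had an adjusted p under 0.05 by the same edgeR test, 1597 higher and 1252 lower with the ID1 label. Of these, 384 also differed more than 2-fold, the alternative that moved the number most. Libraries were numbered 1 to 3 within each group, and the labels do not say whether equal numbers were cultured together. After removal of the group means, libraries of GFP and ID1 with equal numbers had correlations of -0.02 to 0.01 across genes, which are not independent replicates. With the replicate number as a block, 2713 genes passed.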

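For the ID1 signature, the mean normalized values of the 3 libraries labelled ID1 were divided by those of the 3 GFP libraries on the linear scale. The unadjusted two-sided p came from the equal-variance test of 2 means named in the methods, taken on the log2 values. No filter on low values was applied because the methods name none. By this rule, 631 genes passed, 443 raised and 188 lowered with the ID1 label. The lowered genes held 187 distinct symbols, since SPRY3, looked up afterwards, was listed in 2 entries. Over all listed genes, the change was over 2-fold in 1224 and the p passed in 4068. Both numbers include the 631. Among the 631 genes, 288 had a mean of under 10 counts over the 6 libraries, 205 of them raised and 83 lowered. In the deposited log2 values, a count of 0 stood at 0.00 in every library labelled ID1 but reached 1.03 and 1.34 in GFP libraries 2 and 3, which affects ratios at such low counts. Restricting the rule to the upper 25% of genes by mean value moved the number most, to 63 genes (37 raised, 26 lowered). With differences taken within libraries of equal number, 496 genes passed, 348 raised and 148 lowered. Of the signature, 336 genes were among those tested across all libraries, and 333 of these also had an adjusted p under 0.05 there.

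**Figure D2:**
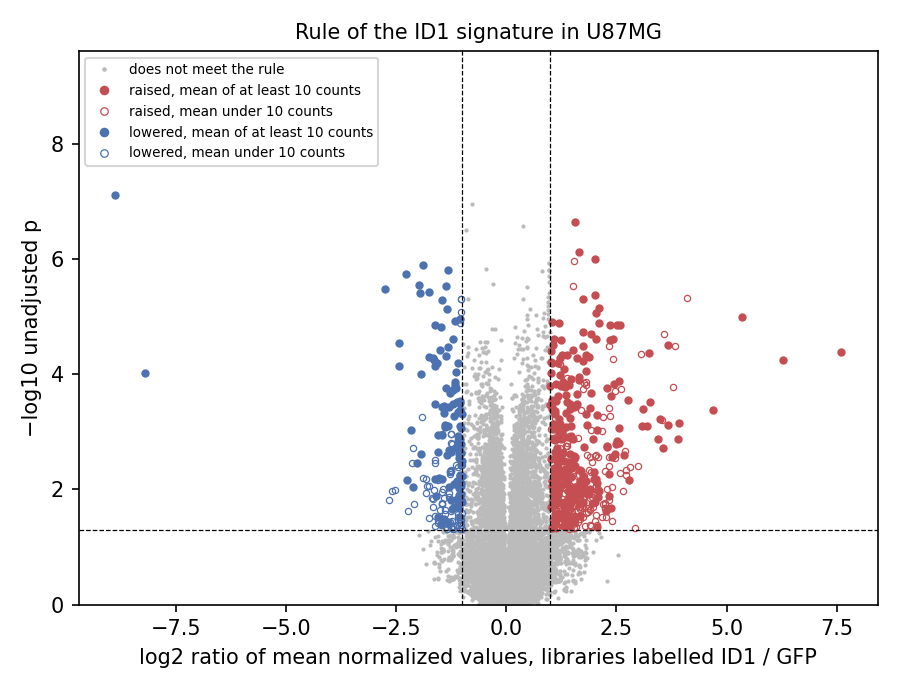
Log2 ratio of the mean normalized values (ID1 label over GFP) against −log10 of the unadjusted p, with a point for each gene and dashed lines at both thresholds of the rule. Open circles are genes with a mean under 10 counts, which make up 288 of the 631 genes passing both lines.

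The 5 genes with the largest increase among tested genes past the adjusted threshold without overlap between the groups were ADAM7, ROS1, ST8SIA4, IL36B and CLDN14, and all met the rule of the signature. ADAM7, on chromosome 8 from 24298443 to 24384483, had 0 counts in every GFP library and 309 to 374 with the ID1 label. It was at least 107-fold higher, and at least 124-fold higher with the ID4 label. ROS1 had 0 to 2 counts in the GFP libraries and 28 to 36 with the ID1 label, at least 10.1-fold higher. ST8SIA4, on chromosome 5 from 100142637 to 100238986, rose from 1.25 ± 0.684 to 20.6 ± 3.60 CPM (SD, n = 3 each), with a log2 fold change of 4.05 (standard error 0.30, adjusted p = 8.46e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 3.95 for IL36B and 3.73 for CLDN14, each from at most 8 counts per GFP library. The 5 genes with the largest decrease were ARL14EP, CADM1, SLC7A5, SECTM1 and MBP, and all met the rule as well. ARL14EP, on chromosome 11 from 30344651 to 30359770, fell from 172 ± 12.3 to 25.3 ± 1.12 CPM (SD, n = 3 each), with a log2 fold change of -2.76 (standard error 0.07, adjusted p = 6.32e-17 from the same edgeR test). It was lowered to a similar degree with the ID2, ID3 and ID4 labels, at -2.81, -2.70 and -2.83. The log2 fold change was -2.46 for CADM1, -2.44 for SLC7A5, -2.31 for SECTM1 and -2.24 for MBP. Each of these also met the rule as lowered with the ID2, ID3 and ID4 labels, and ROS1 and IL36B as raised. ADAM7 met it with the ID1 and ID4 labels, and ST8SIA4 and CLDN14 with the ID1 label alone. Leaving out each replicate in turn kept the direction of all 10 genes and an adjusted p under 0.05.
Also in the signature were ZPLD1, ZBBX and ALDH1A1, which lay below the limit on mean values for tested genes and were chosen after their values were seen. ZPLD1, on chromosome 3 from 101818088 to 102198685, had 371 to 539 counts in the GFP libraries and 0 to 1 with the ID1 label, at least 164-fold lower. ZBBX, also on chromosome 3, had 400 to 583 counts in GFP and 0 to 2 with the ID1 label, at least 170-fold lower. Conversely, ALDH1A1 on chromosome 9 had 0 to 3 counts in GFP and 168 to 194 with the ID1 label, at least 54.9-fold higher.
The same rule gave 834 genes with the ID2 label, 621 with ID3 and 599 with ID4. Of the ID1 signature, 107 raised and 35 lowered genes passed in the same direction in all 4 groups. Another 130 raised and 53 lowered genes passed in that direction with no other label. The paper's text gives neither the genes of the signature nor their direction. The paper used the signature for enrichment scores in glioblastoma tumors, where it states a positive correlation with the LMO2 signature (Figure 4B).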

We identified 689 glioblastoma-related oncogenes in the literature by performing literature-based mining using Beegle (http://beegle.esat.kuleuven.be/, accessed on 20 June 2022) [28].

Predicted transcription factor binding sites were visualized using ConTra v3 (http://bioit2.irc.ugent.be/contra/v3/, accessed on 20 June 2022) [29]. In the first step, the human ID1 gene was selected for exploration to analyze the promoter region (2200-bp upstream). Next, we selected STAT3 (TRANSFAC20113, JASPAR_CORE_2016) for visualization with a core and similarity matrix stringency of 0.9 and 0.75, respectively.

The Repository of Molecular Brain Neoplasia Data (REMBRANDT) and The Cancer Genome Atlas Program (TCGA) database were used to analyze gene expression, survival, and correlation between assigned groups in various tumor patients [30]. The REMBRANDT data were obtained from the GlioVis data portal (http://gliovis.bioinfo.cnio.es/, accessed on 20 June 2022) [31]. TCGA data were obtained from the Firebrowse data portal (http://firebrowse.org, accessed on 20 June 2022). Chinese Glioma Genome Atlas (CGGA) data were obtained from the CGGA database (http://cgga.org.cn, accessed on 20 June 2022)

### 2.12. Quantification and Statistical Analysis

The statistical significance of data was analyzed using Student’s *t*-test in the paired groups. Data are expressed as the mean ± standard deviation (SD). *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***).

## 3. Results

### 3.1. LMO2 Regulates STAT3 Activity in GSCs

Previously, we have shown that the expression of LMO2 is upregulated in glioma stem cells (GSCs) [22]. Single-sample gene set enrichment analysis (ssGSEA) data showed that LMO2 was positively correlated with GSC-related transcription factors in The Cancer Genome Atlas (TCGA) GBM and cancer cell line encyclopedia database [32,33] (Supplementary Figure S1A). We first performed bioinformatics analysis using GSEA in patients with GBM to elucidate the mechanism regulating GSC properties by LMO2. We then found an enriched pattern of STAT3 target gene-signature in LMO2-High patients (Supplementary Figure S1B). In addition, these results were consistent with the analysis based on the patient-meta dataset, such as the Chinese Glioma Genomics Atlas, TCGA, and REMBRANDT (Figure 1A).

We hypothesized that STAT3 activity is differentially regulated between GBM cells and GSCs, depending on LMO2 expression levels. Immunoblot analysis showed that phosphorylated STAT3 at the 705 tyrosine residue (pY705-STAT3) and that LMO2 was highly expressed in GSCs (GSC11 and GSC20) but not in non-GSCs (U87MG and U373MG) (Figure 1B); a similar trend was also observed at the mRNA level (Supplementary Figure S1C). To determine whether the presence of LMO2 is required for the activation of STAT3 in GSCs and GBM cells, we depleted LMO2 expression levels by transducing an LMO2-specific small hairpin RNA (shRNA) lentiviral vector and found that phosphorylated STAT3 was decreased by LMO2 depletion in GSCs (Figure 1C). In contrast, overexpression of LMO2 in non-GSCs resulted in an increase in STAT3 phosphorylation at the 705 tyrosine residue (Figure 1D). In addition, GSEA showed that LMO2-overexpressing U87MG (U87MG-LMO2) cells exhibited an enrichment of the STAT3 target gene signature (Figure 1E). In the clinical data, the LMO2 expression level and pY705-STAT3 reverse-phase protein array score were positively correlated in the TCGA GBMLGG (Low-grade glioma) dataset (Supplementary Figure S1D).

To evaluate the clinical significance of LMO2 and STAT3 signaling, we performed pan-cancer survival analysis with LMO2- & STAT3-signature in 14 tumor types from TCGA [34]. The high LMO2 & STAT3-signature had a prognostic value in three tumor types, namely, stomach adenocarcinoma (STAD), GBM, and urothelial bladder carcinoma (BUC), and had a positive correlation between LMO2-signature and STAT3-signature in these tumors (Figure 1F, Supplementary Figure S1E), (UCEC; uterine corpus endometrial carcinoma, TC; thyroid carcinoma, SCC; skin cutaneous carcinoma, PRAD; prostate adenocarcinoma, OV; ovarian serous cystadenocarcinoma, LUAD; lung adenocarcinoma, LHC; liver hepatocellular carcinoma, KRCC; kidney renal clear cell carcinoma, HNSC; head and neck squamous cell carcinoma, CRC; colorectal adenocarcinoma, BIC; breast invasive carcinoma). To determine whether the direct interaction of LMO2 with STAT3 is related to the transcriptional activity of STAT3, we performed co-immunoprecipitation (Co-IP) experiments using an anti-LMO2 antibody. The results showed that endogenous LMO2 did not co-precipitate STAT3 in GSCs (Supplementary Figure S1F). In addition, Co-IP analysis with anti-HA antibody showed that exogenous LMO2 did not bind to STAT3 in HEK293FT cells expressing HA-LMO2 (Supplementary Figure S1G). Taken together, our results showed that a correlation between LMO2 expression and STAT3 signaling was specifically observed in GSCs, but there was no physical interaction between LMO2 and STAT3.

### 3.2. Cytoplasmic LMO2-LDB1 Complex Regulates STAT3 Activity in GSCs

The phosphorylation of STAT3 was affected by LMO2 expression, indicating that the upstream effectors of STAT3 signaling could be regulated by LMO2 (Figure 1C,D). However, we did not observe a physical interaction between LMO2 and STAT3 (Supplementary Figure S1F,G). It was previously shown that LMO2 interacts with the Wnt signaling effector DVL-1/2 and attenuates the Wnt pathway in breast and colorectal cancers [25]. Moreover, the transcriptional roles of LMO2 vary depending on which transcription factor LMO2 binds to [35,36,37]. Therefore, we hypothesized that LMO2 activates STAT3 signaling via its interaction with the upstream regulator of STAT3. First, to identify the binding partner of LMO2 in STAT3 activation, we isolated LMO2 binding proteins from GBM cells. Cell extracts from U87MG cells stably expressing LMO2 containing tandem N-terminal HA and Flag epitopes were analyzed using tandem affinity purification. Thereafter, the affinity-purified LMO2 binding proteins were analyzed by liquid chromatography-tandem mass spectrometry (LC-MS/MS). We identified several STAT3 upstream effectors, such as gp130, JAK1, JAK2, and the well-known LMO2 binding partner, LDB1 [16] (Figure 2A). To confirm the interaction between LMO2 and its binding partners, we transfected HEK293FT cells with FLAG-tagged JAK1, JAK2, or gp130 in the presence of HA-tagged LMO2 and performed Co-IP assays. We found that all three STAT3 upstream effectors were physically bound to LMO2 (Supplementary Figure S2A). We performed Co-IP experiments to determine whether endogenous LMO2 could interact with STAT3 upstream effectors in GSCs or non-GSCs. The results showed that the interaction of LMO2 with the STAT3 upstream effectors was observed in GSCs but not in non-GSCs (Figure 2B, Supplementary Figure S2B). Among LMO2 binding proteins in Co-IP data, LDB1 is known to act as a molecular bridge that interacts with LMO2 and several transcription factors [38]. However, it is not known whether the binding of LMO2 to LDB1 is required for binding to STAT3 upstream effectors (Figure S1H). Therefore, we examined the role of LDB1 in regulating LMO2-driven STAT3 activity by small interfering RNA (siRNA)-mediated *LDB1* depletion. The results showed that *LDB1* depletion led to a decrease in pY705-STAT3 levels (Figure 2C).

Next, we investigated the binding sites of each protein involved in the formation of a hypothetical multiprotein complex (Figure 2D). To identify the JAK1 domains involved in interacting with LMO2, we developed constructs encoding different domains of JAK1. The FERM, SH2-like, and JH1 domains showed a binding affinity for LMO2; however, the JH2 domain did not interact with LMO2 (Figure 2E). LMO2 is composed of two LIM domains, each comprising two zinc fingers of similar length and homology. To determine which LIM domain-mediated JAK binding, we constructed GFP fusion proteins containing the first LIM domain (LIM1) and second LIM domain (LIM2) and found that both LIM1 and LIM2 showed equal binding affinity to JAK1 (Figure 2F). We further evaluated whether gp130 interacts with LMO2 through its intracellular region and found that LMO2 binds to the intracellular domain of gp130 (Figure 2G).

Because, traditionally, LMO2 functions as a transcription regulator in the nucleus, we determined the cellular compartment where LMO2 and STAT3 upstream effectors interacted using the proximity ligation assay (PLA) in GSCs and non-GSCs. LMO2-LDB1 or STAT3 upstream effectors interacted in the cytoplasm of GSCs, but not in GBM cells (Figure 2H, Supplementary Figure S2C). Next, we investigated whether LMO2 is a key protein that regulates complex formation with STAT3 upstream effectors. In the U87MG cells, the expression of proteins (JAK1, JAK2, gp130, and LDB1) other than LMO2 was similar to that of GSCs. Therefore, we overexpressed LMO2 in U87MG cells and found that the interaction of LMO2-gp130 and LMO2-JAK1 was observed in U87MG-LMO2 cells but not in control cells, as determined by PLA (Figure 1B and Figure 2I). We also found that activation of STAT3 by LMO2 overexpression was diminished by siRNA-mediated LDB1 depletion in these cells (Supplementary Figure S2D). These results indicate that the cytoplasmic LMO2-LDB1 complex is required for STAT3 activation by interacting with STAT3 upstream effectors. We hypothesized that LMO2 exhibits cytoplasmic function only when all components of cytoplasmic are equipped. Thus, we investigated whether ectopic expression of gp130 promotes LMO2-driven STAT3 activity in TF-1 leukemia cells, which highly express other complex proteins except for gp130 (Supplementary Figure S2E). The results showed that gp130 overexpression in TF-1 cells resulted in a marked increase in pY705-STAT3 levels (Supplementary Figure S2F). These results suggest that interaction of the LMO2-LDB1 complex with STAT3 upstream effectors occurs in the cytoplasm and induces STAT3 phosphorylation.

### 3.3. Level of LMO2 and gp130 Is Critical for STAT3 Activity in Heterogeneous GSCs

Embryonic stem cells and CSCs exhibit heterogeneity under in vitro culture conditions [39]. We hypothesized that the level of STAT3 activation varies in GSCs and correlates with LMO2. First, we constructed a STAT3 binding element (SBE) GFP reporter vector (3× SBE reporter) to detect STAT3 activation by the fluorescent signal intensity and transfected HEK293FT cells with a 3× SBE reporter vector in the presence or absence of the LMO2 expression vector. We observed a marked increase in STAT3 activation following LMO2 overexpression (Figure 3A). Next, we established a stable cell line of GSC20 cells expressing the 3× SBE reporter vector and sorted the cells into 3× SBE reporter-High and -Low cells. Immunoblot analysis showed that levels of pY705-STAT3, gp130, and LMO2 were higher in GFP-high GSC20 cells than in GFP-low GSC20 cells (Figure 3B). In addition, mRNA levels of *LMO2*, GSC marker (*NESTIN*), STAT3 target gene (*SOCS3*), and *GP130* increased in GFP-high GSC20 cells (Figure 3C). Transfection of LMO2 in GFP-low GSC20 cells led to an increase in pY705-STAT3 expression (Figure 3D). The shRNA-mediated depletion of LMO2 in GFP-high GSC20 cells decreased *SOCS3* mRNA expression (Figure 3E). Collectively, these data suggest that LMO2 plays a crucial role in STAT3 activation in GSCs.

### 3.4. ID1, A Downstream Target Gene of LMO2-STAT3 Signaling, Controls GSC Sphere Formation and Migration Abilities

We performed RNA sequencing (RNA-seq) analysis using U87MG-control and U87MG-LMO2 cells to examine changes in gene expression by LMO2-STAT3 signaling in GBM. A total of 50 genes were significantly upregulated in U87MG-LMO2 cells. Among these genes, we found *ID1*, a master regulator of CSCs, as one of the LMO2-STAT3 signaling targets, using a literature-based mining tool [28,40] (Figure 4A). In addition, ssGSEA data showed that the LMO2-signature and ID1-signature were positively correlated in the TCGA GBM dataset (Figure 4B). To validate whether *ID1* is a downstream target of LMO2-STAT3 signaling, we developed a luciferase reporter gene construct containing a 2.2 kb upstream region of the human *ID1* promoter with STAT3 binding motifs. The reporter gene assay revealed that the constitutively active form of STAT3 increased *ID1* promoter activity; LMO2 also increased *ID1* promoter activity in a dose-dependent manner (Figure 4C). We further evaluated the effect of LMO2 or STAT3 inhibition on ID1 expression in LMO2-overexpressing non-GSCs. STAT3 inhibition by nifuroxazide inhibited the expression of ID1 [41] (Figure 4D).

ID1 has been shown to regulate GSC self-renewal via sonic hedgehog and Wnt signaling [42]. Therefore, we examined whether the LMO2-mediated increase in ID1 expression is involved in the stemness properties of GBM cells. We performed an in vitro limiting dilution assay and found that U87MG-LMO2 cells promoted sphere-forming activity, which was attenuated by shRNA-mediated *ID1* depletion in these cells (Figure 4E). These results suggest that ID1 is involved in the LMO2-mediated self-renewal of GBM cells. Next, we examined the stemness-related genes in U87MG-LMO2 cells transduced with *ID1*-shRNA or control-shRNA [14,43]. The increased *MYC* and *NESTIN* levels in U87MG-LMO2 cells were reduced by *ID1* depletion (Supplementary Figure S3A). In addition, 3× SBE reporter-High GSC20 cells had higher *ID1* mRNA levels than GFP-low GSC20 cells, and *LMO2* depletion in GFP-high GSC20 cells resulted in a decrease in *ID1* mRNA expression level (Supplementary Figure S3B).

A previous study demonstrated that ID1 promotes tumor invasiveness and migration [44]. Therefore, we examined whether the LMO2-mediated increase in ID1 expression is involved in the migration of GBM cells. We performed the spheroid sprouting assay and analyzed the sprouting area 3 h after seeding to exclude proliferation induced by LMO2. The results showed that U87MG-LMO2 cells expanded sprouting areas, and *ID1* knockdown restrained the sprouting capacity of U87MG-LMO2 cells (Figure 4F). These results suggest that LMO2-driven ID1 is involved in tumor migration, which is one of the worst prognostic markers in GBM [45]. Taken together, these results indicate that ID1 induced by the LMO2-STAT3 signaling axis regulates GSC properties and migratory ability.

## 4. Discussion

LMO2 was originally identified as a transcriptional adaptor for hematopoiesis and angiogenesis [19,20]. Meanwhile, a study has shown that cytoplasmic LMO2 plays a role in cellular signaling, such as the Wnt signaling pathway in breast and colorectal cancer models [25]. In addition, it is known that LMO4 interacts with STAT3 upstream effectors—JAKs and gp130 [46]. However, using TCGA databases, we found that the LMO4 & STAT3-signature did not have a prognostic value in 13 tumor types [47] (Supplementary Figure S3C). In cutaneous skin carcinoma, the level of LMO4 & STAT3-signature is correlated with a good prognosis (Supplementary Figure S3D).

Here, we propose that the interaction between LMO2 and STAT3 upstream effectors plays a key role in STAT3 activation in GSCs. Our results show that (1) LMO2 interacts with JAKs, gp130, and LDB1 in the cytoplasm; (2) the cytoplasmic LMO2-LDB1-gp130-JAKs complexes are present in GSCs but not in non-GSCs; (3) this interaction increases STAT3 activity; and (4) LMO2 elevates ID1 levels via STAT3 signaling, which is crucial for tumor aggressiveness. Thus, these results suggest a novel mechanism by which the cytoplasmic LMO2-LDB1 complex controls STAT3 activity.

Cancer heterogeneity is a major obstacle in understanding cancer and developing clinical strategies [48]. Notably, CSCs have been identified as a significant cause of cancer dynamics [49]. CSCs share some properties with NSCs, such as self-renewal, differentiation into various cell types to form a heterogeneous population, and residence in a stem cell niche that maintains CSCs in a stem cell statement [50]. However, the more aggressive the CSCs, the more independent the niche [51]. STAT3 signaling is essential for stemness in NSCs and CSCs [41,52,53]. Our data suggest that the cytoplasmic LMO2-LDB1 complex enhances STAT3 activity for the maintenance of CSC traits. Thus, it is likely that the specific control of STAT3 activity in CSCs can be achieved by targeting the LMO2-LDB1 complex.

Genetically identical cells, even within the same tissue, have a different intracellular context [54]. During angiogenesis, nuclear LMO2 enables differential regulation of the expression of angiogenic factors depending on the change in its binding partners [55,56]. Similar to the functional regulation of LMO2 in the nucleus, we found that the oncogenic function of cytoplasmic LMO2 is dependent on the presence of its interacting protein partners. For example, T-ALL cells, such as TF-1 cells, have high levels of LMO2 and its binding factor, but low levels of gp130. As a result, STAT3 activation is not observed. Taken together, our findings demonstrate that the functional interaction between the cytoplasmic LMO2-LDB1 complex and STAT3 upstream effectors is critical for maintaining GSC properties, and LMO2 acts as a new cytoplasmic adaptor for activating the oncogenic signaling cascade.

## 5. Conclusions

In this study, we addressed a novel mechanism by which the cytoplasmic LMO2 complex regulates STAT3 signaling. We suggested that the role of LMO2 in the cytoplasm rather than in the nucleus is related to the malignancy of brain tumors. However, in this study, it was not elucidated in what form the gp130-JAK1/2 receptor complex, additionally composed of LMO2 and LDB1, maintains itself. In addition, further investigation will be needed on whether these cytoplasmic LMO2-LDB1 complexes are actually found in in vivo mouse models or in patient tissues.

## Figures and Tables

**Figure 1:**
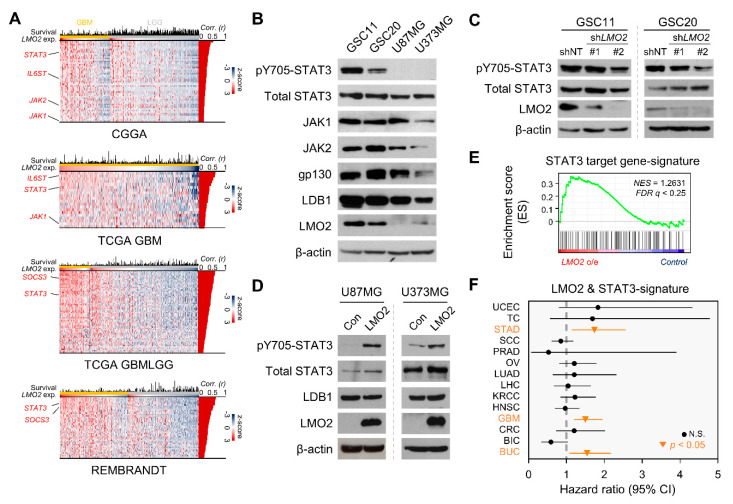
The LMO2 Activates STAT3 Signaling in Glioma Stem Cells (GSCs) (**A**) The heatmap shows genes that are positively correlated with LMO2 in the patient-meta dataset (CGGA; Chinese glioma genomics atlas, *n* = 692; TCGA GBM; the cancer genome atlas glioblastoma, *n* = 538; TCGA LGG; TCGA low-grade glioma, *n* = 667; REMBRANDT; the repository of molecular brain neoplasia data, *n* = 444) Pearson correlation coefficient values (*Corr (r)*) were analyzed from mRNA levels between *LMO2* and STAT3-related genes, presented at the right position of each heatmap. (**B**) Cell lysates from GSCs and non-GSCs were immunoblotted with antibodies specific for pY705-STAT3, total STAT3, JAK1, JAK2, GP130, LDB1, LMO2, and β-actin. (**C**) Cell lysates of GSCs transduced with either LMO2 shRNA- or non-target shRNA-expressing lentiviruses were immunoblotted with antibodies specific for pY705-STAT3, total STAT3, LMO2, and β-actin. (**D**) Cell lysates of non-GSCs (U87MG and U373MG) expressing control or LMO2 proteins were immunoblotted with antibodies specific for pY705-pSTAT3, total STAT3, LDB1, LMO2, and β-actin. (**E**) Gene set enrichment analysis (GSEA) showed the STAT3 target gene signature enrichment in U87MG-LMO2 cells. (**F**) Hazard ratio analysis using LMO2 & STAT3-signature in the pan-cancer dataset. Horizontal bars represent 95% CIs of hazard ratios. Orange lines and dots represent tumors with statistically significant hazard ratios. (UCEC; uterine corpus endometrial carcinoma, TC; thyroid carcinoma, STAD; stomach adeno-carcinoma, SCC; skin cutaneous carcinoma, PRAD; prostate adenocarcinoma, OV; ovarian serous cystadenocarcinoma, LUAD; lung adenocarcinoma, LHC; liver hepatocellular carcinoma, KRCC; kidney renal clear cell carcinoma, HNSC; head and neck squamous cell carcinoma, GBM; glio-blastoma, CRC; colorectal adenocarcinoma, BIC; breast invasive carcinoma, BUC; bladder urothelial carcinoma)

**Figure 2:**
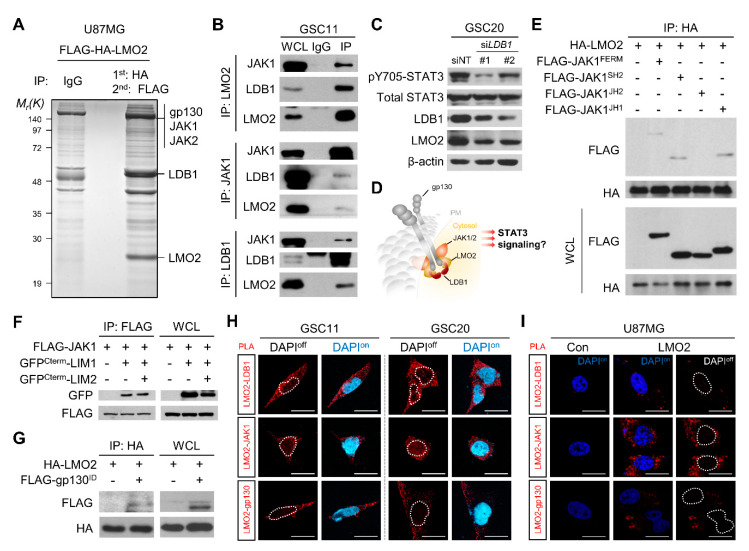
The LMO2-LDB1 Complex Regulates STAT3 Activity via Interaction with gp130 and JAKs. (**A**) Coomassie Brilliant Blue staining of affinity-purified protein from HA-FLAG-LMO2-expressing U87MG cells. LMO2-interacting protein bands were analyzed by LC-MS/MS. (**B**) Co-immunoprecipitation (Co-IP) of LMO2, JAK1, and gp130 in GSC11 cells IgG is the control antibody for Co-IP. Whole cell lysates (WCLs, lane 1) or immunoprecipitates generated with the indicated antibodies (lane 3) or a control IgG antibody (lane 2) were immunoblotted with the indicated antibodies. (**C**) Cell lysates of GSC20 cells transfected with either non-target siRNA or si*LDB1* were immunoblotted with antibodies specific for pY705-pSTAT3, total STAT3, LDB1, LMO2, and β-actin. (**D**)A schematic diagram showing that LMO2 binds to LDB1, JAK1/2, and gp130. (**E**) A Co-IP experiment to identify the LMO2-interacting JAK1 domains (FERM, SH2, JH2, and JH1) in HEK293FT cells. HEK293FT cells were transfected with expression vectors encoding FLAG-JAK1^FERM^, FLAG- JAK1^SH2^, FLAG-JAK1^JH1^, and FLAG-JAK1^JH2^ together with HA-LMO2. The cell lysates were immunoprecipitated with an antibody against HA captured with agarose A/G beads and blotted using anti-FLAG and anti-HA antibodies. The expression levels were checked using 40 μg of WCLs and immunoblotted with the indicated antibodies. (**F**) A Co-IP experiment to identify the LMO2 domains that bind to JAK1 proteins in HEK293FT cells. HEK293FT cells were transfected with expression vectors encoding GFP^Cterm^-LIM1 or GFP^Cterm^-LIM2 together with FLAG-JAK1 (GFP^Cterm^ means GFP-encoding DNA sequence is fused with the C-terminus region of the gene of interest) The cell lysates were immunoprecipitated with an antibody against FLAG captured with agarose A/G beads and blotted using anti-GFP and anti-FLAG antibodies. The expression levels were checked using 40 μg of WCLs and immunoblotted with the indicated antibodies. (**G**) A Co-IP experiment was performed to identify whether the gp130 intracellular domains (ID) interact with LMO2 in HEK293FT cells. HEK293FT cells were transfected with an expression vector encoding FLAG-gp130^ID^ and HA-LMO2. The cell lysates were immunoprecipitated with an antibody against HA captured with agarose A/G beads and blotted using anti-FLAG and anti-HA antibodies. The expression levels were checked using 40 µg of WCLs and immunoblotted with the indicated antibodies. (**H**) Proximity ligation assay in GSC11 and GSC20 cells. The cells were stained with the indicated antibodies. Representative images are presented. Nuclei were stained with DAPI. Red dots indicate the protein interaction signals. Scale bars: 20 µm. (**I**) Proximity ligation assay in U87MG cells expressing control or LMO2 proteins. The cells were stained with the indicated antibodies. Representative images are presented. Nuclei were stained with DAPI. Red dots indicate the protein interaction signals. Scale bars: 20 µm. See also Supplementary Figure S2C.

**Figure 3:**
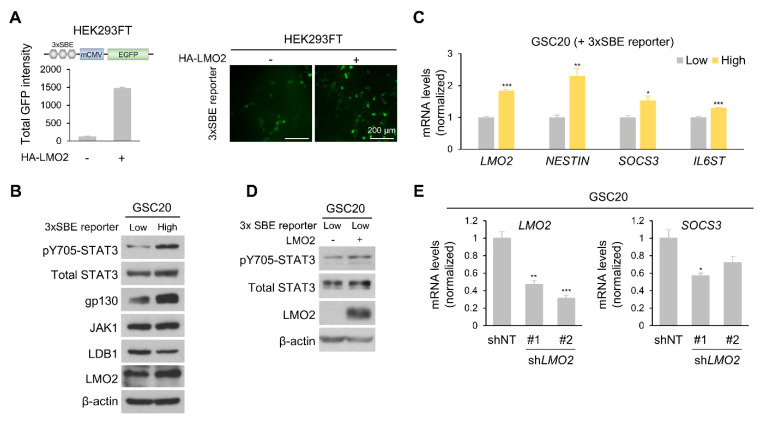
LMO2 and gp130 Are Key Factors for Activating STAT3 Signaling. (**A**) HEK293FT cells were transfected with the 3× STAT3 binding element (SBE) reporter vector, together with an expression vector encoding control or LMO2 (left panel). Representative fluorescence images of 3× SBE reporter system-induced U87MG cells transduced with either LMO2 or control expressing lentivirus (right panel). (**B**) Cell lysates of GSC20 cells (3× SEB reporter-High and -Low) transduced with either control or LMO2-expressing lentiviruses were immunoblotted with antibodies specific for pY705-STAT3, total STAT3, gp130, JAK1, LDB1, LMO2, and β-actin. (**C**) The mRNA levels of the indicated genes in 3× SBE reporter-High and -Low GSC20 cells were determined by real-time PCR. Data are expressed as mean ± SEM. The two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 3 for each group). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**D**) Cell lysates of GSC20 cells (3× SEB reporter-Low) transduced with either control or LMO2-expressing lentiviruses were immunoblotted with antibodies specific for pY705-STAT3, total STAT3, LMO2, and β-actin. (**E**) mRNA levels of the indicated genes in GSC20 cells transduced with either *LMO2* shRNA- or non-target shRNA-expressing lentiviruses were determined by real-time PCR. Data are expressed as mean ± SEM. The two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 3 for each group). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
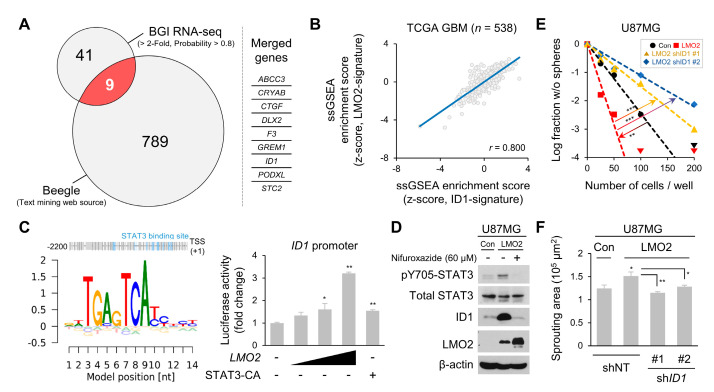
ID1, which is Elevated by LMO2-STAT3 Axis, Regulates Glioma Stem Cell (GSC) Properties. (**A**) Venn diagram showing overlapping genes between the 2-fold upregulated genes identified in the U87MG-LMO2 and glioblastoma-related genes searched by literature-based mining tool, Beegle [28] (https://beegle.esat.kuleuven.be/; search term: “glioblastoma”, accessed on 13 October 2019). Red: Merged genes. (**B**) Single-sample gene set enrichment analysis (ssGSEA) showed a positive correlation between LMO2-signature and ID1-signature in The Cancer Genome Atlas Glioblastoma (TCGA GBM) database. (**C**) Overview of binding sites for STAT3 in the promoter region 2200 bases upstream of the *ID1* transcription start site (TSS, +1). HEK293FT cells were transfected with the *ID1* promoter-driven luciferase reporter vector, together with an expression vector encoding constitutively active STAT3 and LMO2. Rectangle indicates increasing doses of the LMO2 expressing vector. Data are expressed as mean ± SEM. The two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 3 for each group). * *p* < 0.05, ** *p* < 0.01. (**D**) U87MG cells were transduced with either control or LMO2-expressing lentiviruses and exposed to nifuroxazide (60 µM) for 12 h. Cell lysates were immunoblotted with antibodies specific for pY705-STAT3, total STAT3, ID1, LMO2, and β-actin. (**E**) The tumorsphere forming ability of U87MG-control, U87MG-LMO2, and U87MG-LMO2-sh*ID1* cells was examined using the limiting dilution assay. The two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 24 for each group). ** *p* < 0.01, *** *p* < 0.001 (*n* = 24). (**F**) Quantification of the spheroid sprouting area in U87MG-LMO2 cells transduced with either *ID1* shRNA- or non-target shRNA-expressing lentivirus. Data are expressed as mean ± SEM. The two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 6 for each group). * *p* < 0.05, ** *p* < 0.01.

## Data Availability

The RNA sequencing data are available in the GEO repository (GSE182670 and GSE182169). LC-MS/MS data are available in PRIDE proteomics (PXD028254). Any other relevant data is available from the corresponding author () upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11132031/s1, Figure S1: LMO2 Is a Factor Which Is Associated with STAT3 Signaling in Glioma Stem Cells (GSCs); Figure S2: The LMO2-LDB1 Complex Binds with STAT3 Upstream Effectors. Figure S3: ID1 upregulated by LMO2-STAT3 signaling is related to MYC and NESTIN.; Figure S4: Uncropped western blot images of Figure 1; Figure S5: Uncropped western blot images of Figure 2; Figure S6: Uncropped western blot images of Figure 3; Figure S7: Uncropped western blot images of Figure 4; Figure S8: Uncropped western blot images of Figure S1; Figure S9: Uncropped western blot images of Figure S2; Supplementary Resources Table: Information of reagents and resource.

# Supplementary material for: Cytoplasmic LMO2-LDB1 Complex Activates STAT3 Signaling through Interaction with gp130-JAK in Glioma Stem Cells
**Source:** Cells. 2022 Jun 26;11(13):2031. doi: 10.3390/cells11132031
**Supplement:** Supplementary file 1

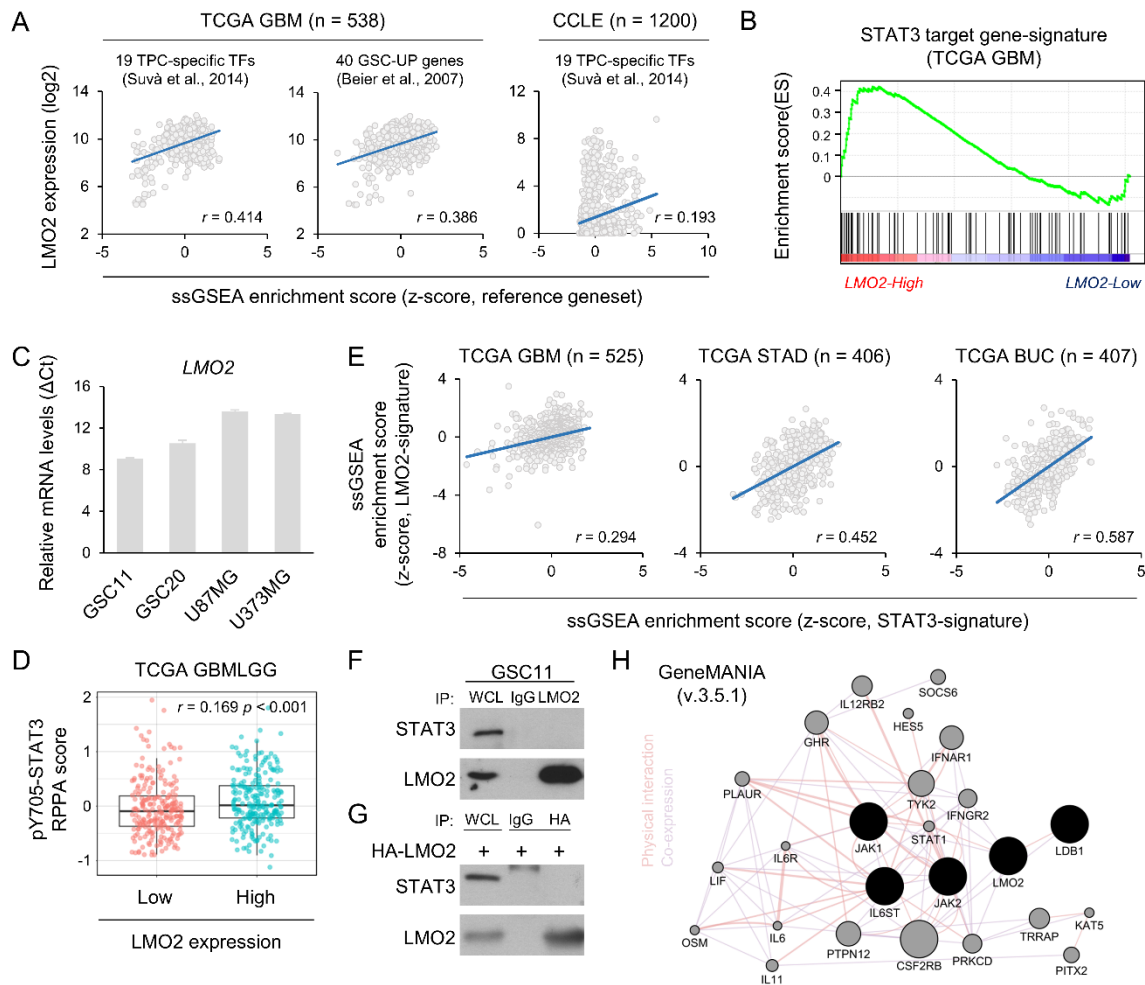

**Supplementary Figure S1. LMO2 Is a Factor Which Is Associated with STAT3 Signaling in Glioma Stem Cells (GSCs).** Single-sample gene set enrichment analysis (ssGSEA) showed a positive correlation between the expression of *LMO2* and each gene set (19 tumor propagating cells (TPC) –specific transcription factors (TFs) and 40 GSC-UP genes) in The Cancer Genome Atlas Glioblastoma (TCGA GBM) and Cancer Cell Line Encyclopedia (CCLE) (A). Gene set enrichment analysis (GSEA) demonstrating enrichment of STAT3 activation target geneset in *LMO2*-High patients with GBM (B). mRNA expression levels of *LMO2* in GSCs (GSC11 and GSC20) and non-GSCs (U87MG and U373MG) (C). Reverse phase protein array showing a positive correlation between *LMO2* levels and pY705-STAT3 levels in the TCGA GBM Low grade glioma (LGG) database (D). ssGSEA showing a positive correlation between LMO2-signature and STAT3-signature in TCGA GBM, TCGA Stomach adenocarcinoma (STAD), and TCGA Bladder urothelial carcinoma (BUC) database (E). Endogenous co-immunoprecipitation of LMO2 in GSC11. Whole-cell lysates (WCLs, lane 1) or immunoprecipitates generated with LMO2 antibody (lane 3) or a control IgG antibody (lane 2) were immunoblotted with the indicated antibodies (F). Co-IP of HA-LMO2 in HEK293FT cells HEK293FT cells were transfected with an expression vector encoding HA-LMO2. IgG is a control antibody for Co-IP. WCLs (lane 1) or immunoprecipitates generated with HA antibody (lane 3) or a control IgG antibody (lane 2) were immunoblotted with the indicated antibodies (G). GeneMANIA shows factors that are capable of binding to LMO2, based on the results reported to date (*JAK1*, *JAK2*, *IL6ST* = STAT3 upstream effectors) (H).

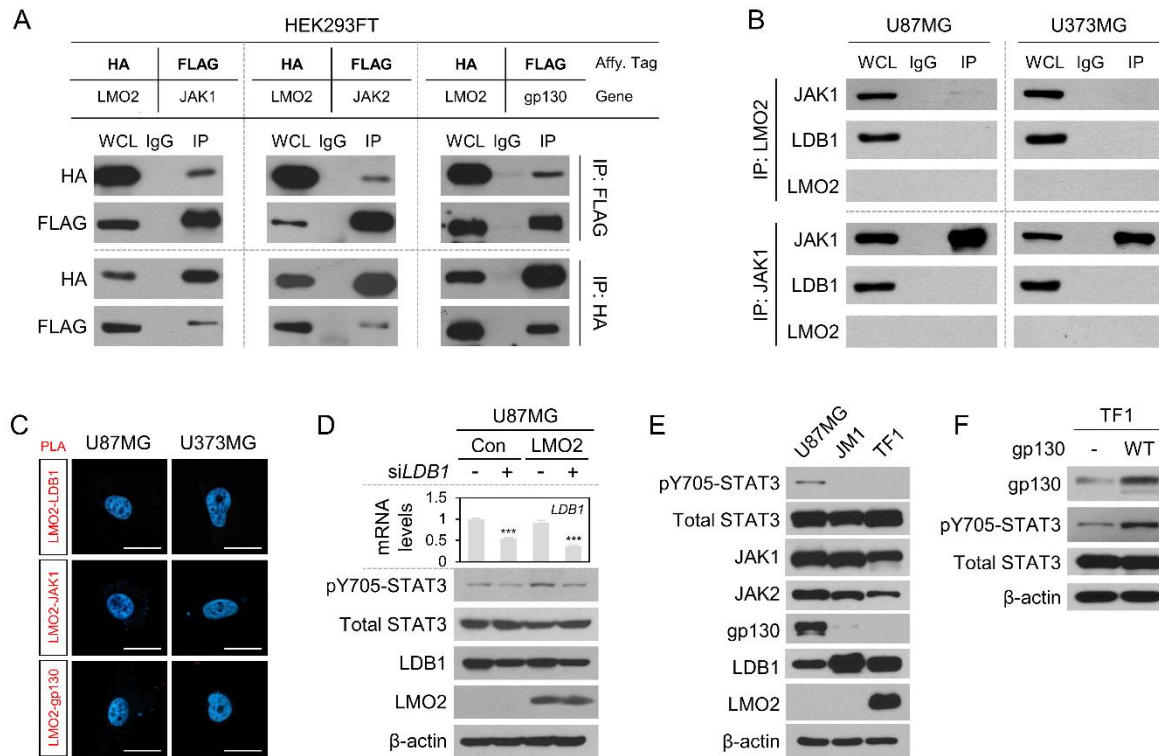

**Supplementary Figure S2. The LMO2-LDB1 Complex Binds with STAT3 Upstream Effectors.** Co-immunoprecipitation (Co-IP) of LMO2, JAK1, JAK2, and gp130 in HEK293FT cells. HEK293FT cells were transfected with expression vectors encoding HA-LMO2 together with FLAG-JAK1, FLAG-JAK2, or FLAG-gp130. IgG is a control antibody for Co-IP. Whole cell lysates (WCLs, lane 1) or immunoprecipitates generated with HA, FLAG (lane 3), or a control IgG antibody (lane 2) were immunoblotted with the indicated antibodies (**A**). Co-IP of LMO2 and JAK1 in non-GSCs (U87MG and U373MG). IgG is a control antibody for Co-IP. WCLs (lane 1) or immunoprecipitates generated with the indicated antibodies (lane 3) or a control IgG antibody (lane 2) were immunoblotted with the indicated antibodies (**B**). Proximity ligation assay in non-Glioma stem cells (U87MG and U373MG). The cells were stained with the indicated antibodies. Representative images are presented. Nuclei were stained with DAPI. Red dots indicate the protein interaction signals. Scale bar: 20  $\mu$ m. (**C**). mRNA expression levels of *LDB1* and its protein expression in U87MG cells expressing control vector or LMO2 overexpression vector-transfected with either non-target siRNA or si*LDB1* (10 nM) for 48 h. Cell lysates were immunoblotted with antibodies specific for pY705-STAT3, total STAT3, LDB1, LMO2, and  $\beta$ -actin (**D**). Data are expressed as mean  $\pm$  SEM. The two-tailed Student's *t*-test was used to analyze the statistical significance between each group ( $n = 3$  for each group). \*\*\* $P < .001$ . Cell lysates from U87MG, JM1, and TF-1 cells were immunoblotted with the indicated antibodies (**E**). Cell lysates from TF-1 cells transduced with the control vector and gp130 overexpression vector were immunoblotted with the indicated antibodies (**F**).

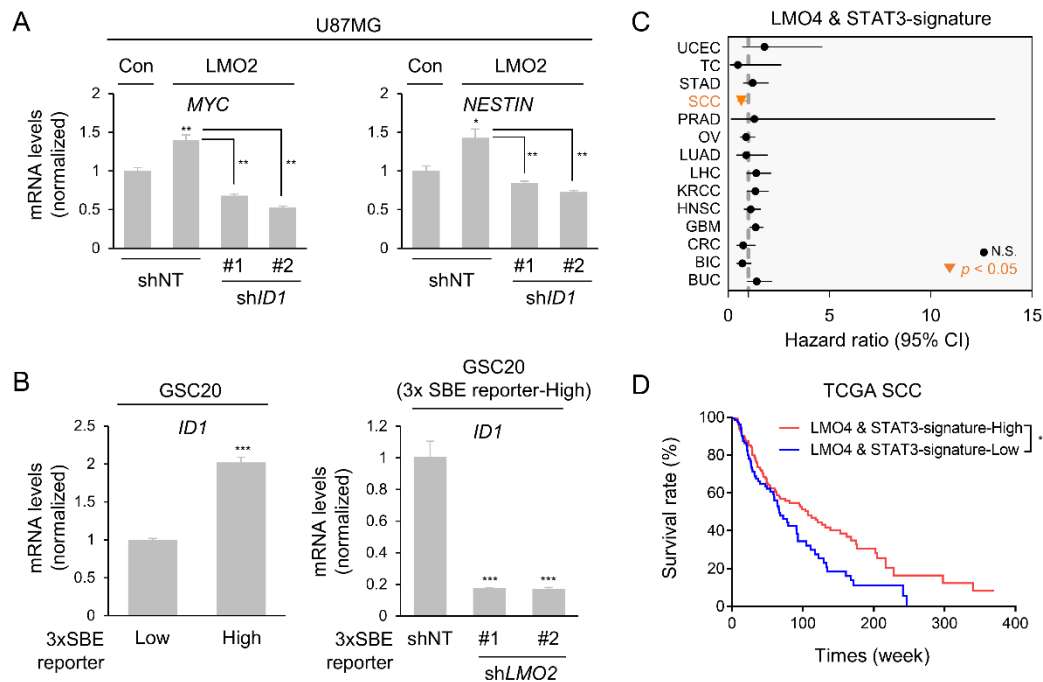

**Supplementary Figure S3. ID1 upregulated by LMO2-STAT3 signaling is related to MYC and NESTIN.** mRNA expression levels of *MYC* and *NESTIN* in U87MG cells expressing control vector or LMO2 overexpression vector-transfected with either non-target siRNA or si*ID1* (10 nM) for 48 h (**A**). Data are expressed as mean  $\pm$  SEM. The two-tailed Student's *t*-test was used to analyze the statistical significance between each group ( $n = 3$  for each group).  $*P < .05$ ,  $**P < .01$ . The mRNA expression of *ID1* in 3x STAT3 binding element (SBE) reporter-High and-Low GSC20 cells was determined by real-time PCR (left panel). Data are expressed as mean  $\pm$  SEM ( $n = 3$ ).  $***P < .001$ . Analysis of 3x SBE reporter-High cells transduced with either *LMO2* shRNA- or non-target shRNA-expressing lentivirus was carried out using real-time PCR (right panel) (**B**). Data are expressed as mean  $\pm$  SEM. The two-tailed Student's *t*-test was used to analyze the statistical significance between each group ( $n = 3$  for each group).  $***P < .001$ . Hazard ratio analysis using LMO4 & STAT3-signature in the pan-cancer dataset. (UCEC; uterine corpus endometrial carcinoma, TC; thyroid carcinoma, STAD; stomach adenocarcinoma, SCC; skin cutaneous carcinoma, PRAD; prostate adenocarcinoma, OV; ovarian serous cystadenocarcinoma, LUAD; lung adenocarcinoma, LHC; liver hepatocellular carcinoma, KRCC; kidney renal clear cell carcinoma, HNSC; head and neck squamous cell carcinoma, GBM; glioblastoma, CRC; colorectal adenocarcinoma, BIC; breast invasive carcinoma, BUC; bladder urothelial carcinoma). Horizontal bars represent 95% CIs of hazard ratios. Orange lines and dots represent tumors with statistically significant hazard ratios (**C**). Kaplan-Meier survival analysis of patients with skin cutaneous carcinoma based on LMO4 & STAT3-signature levels. The log-rank Mantel-Cox test was used to analyze the statistical significance between overall survival of the patients with LMO4 & STAT3-signature-High ( $n = 289$ ) and-Low ( $n = 290$ ) (**D**).  $*P < .05$ .

Fig 1B

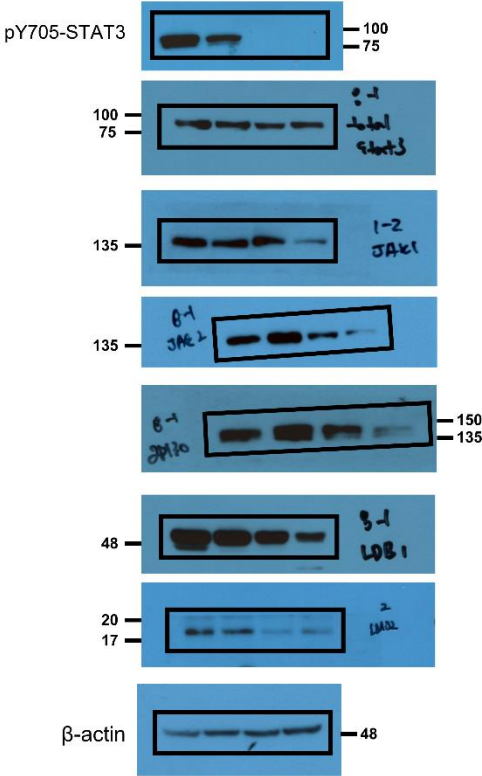

Fig 1C

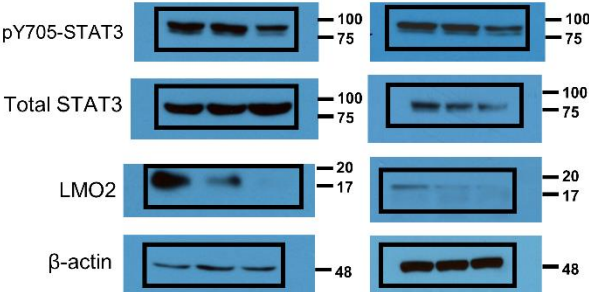

Fig 1D

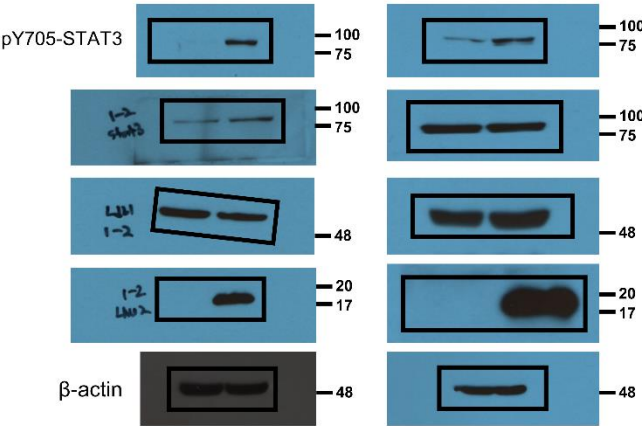

Supplementary Figure S4. Uncropped western blot images of Figure 1.

Fig 2B

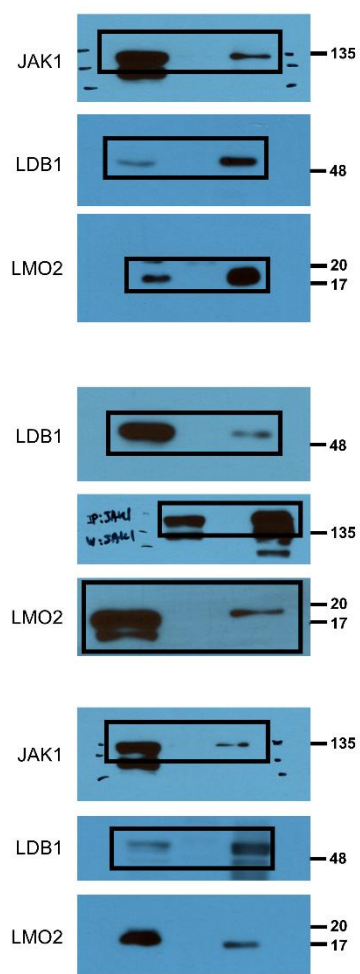

Fig 2C

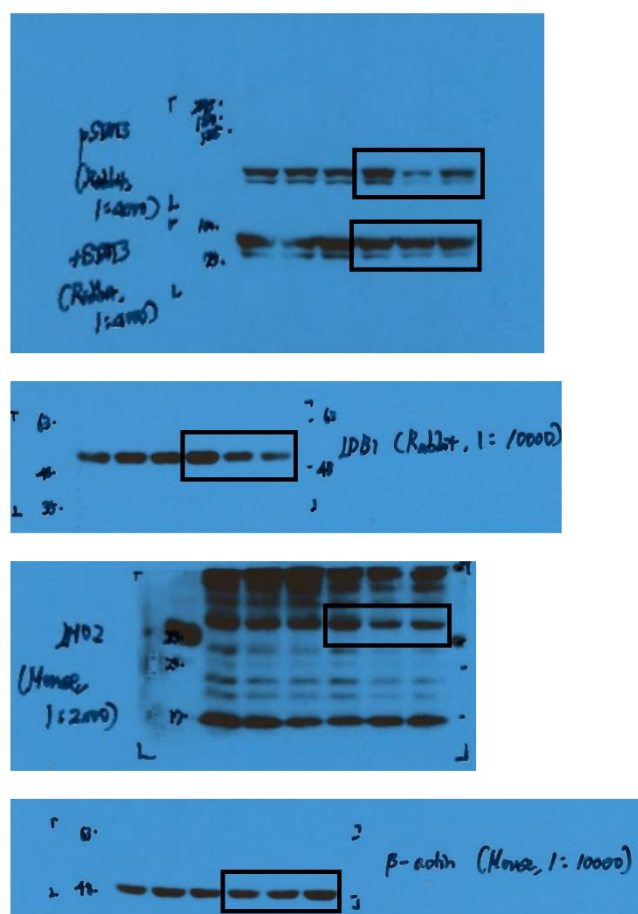

Fig 2E

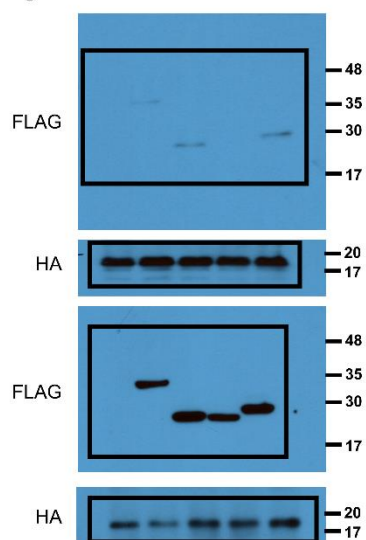

Fig 2F

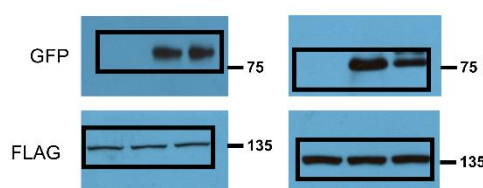

Fig 2G

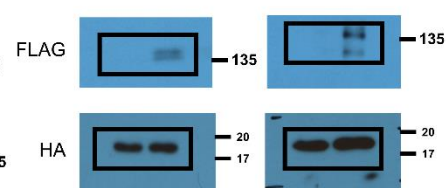

Supplementary Figure S5 Uncropped western blot images of Figure 2.

Fig 3B

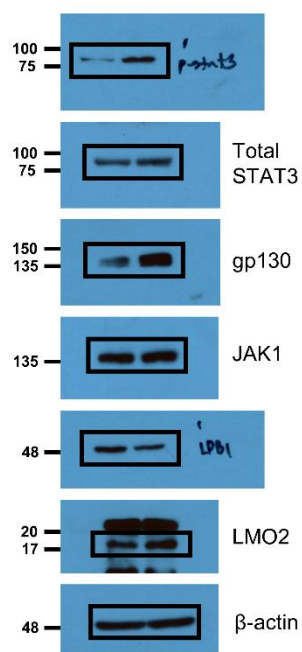

Fig 3D

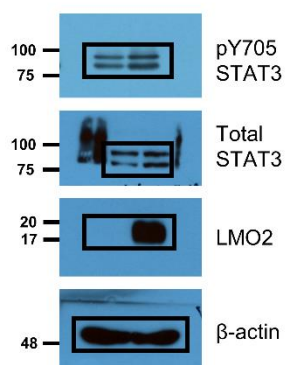

Supplementary Figure S6. Uncropped western blot images of Figure 3.

Fig 4D

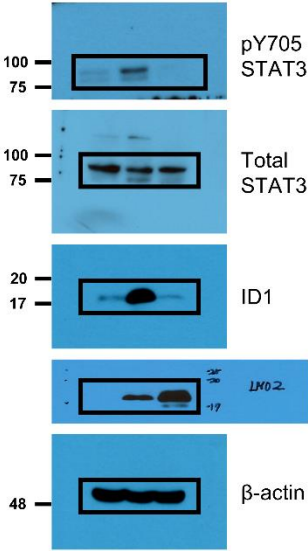

Supplementary Figure S7. Uncropped western blot images of Figure 4.

Fig S1F

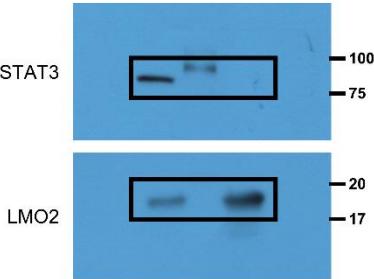

Fig S1G

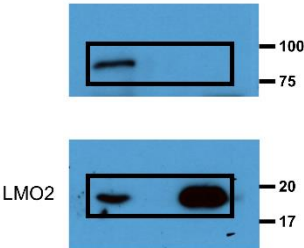

Supplementary Figure S8. Uncropped western blot images of Figure S1.

Fig S2A

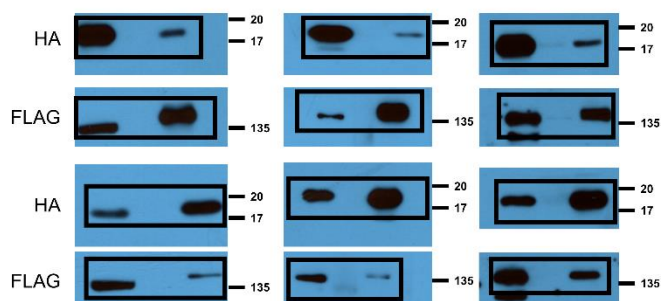

Fig S2B

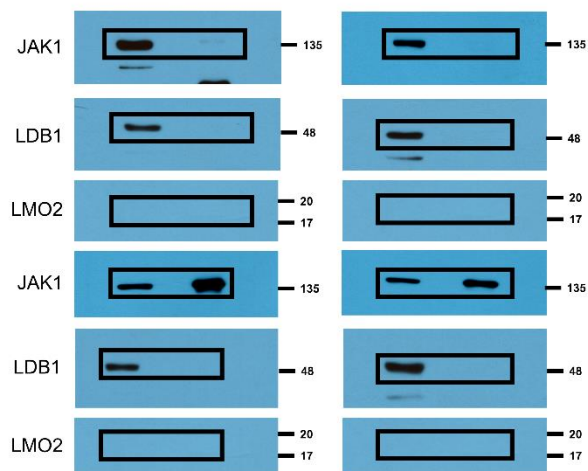

Fig S2D

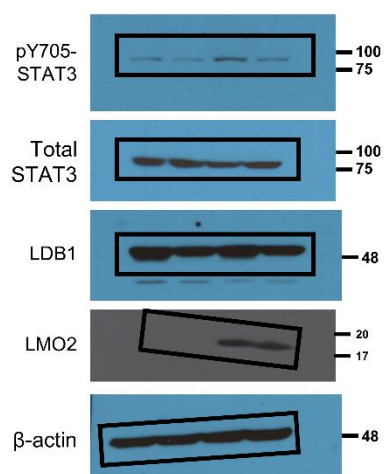

Fig S2E

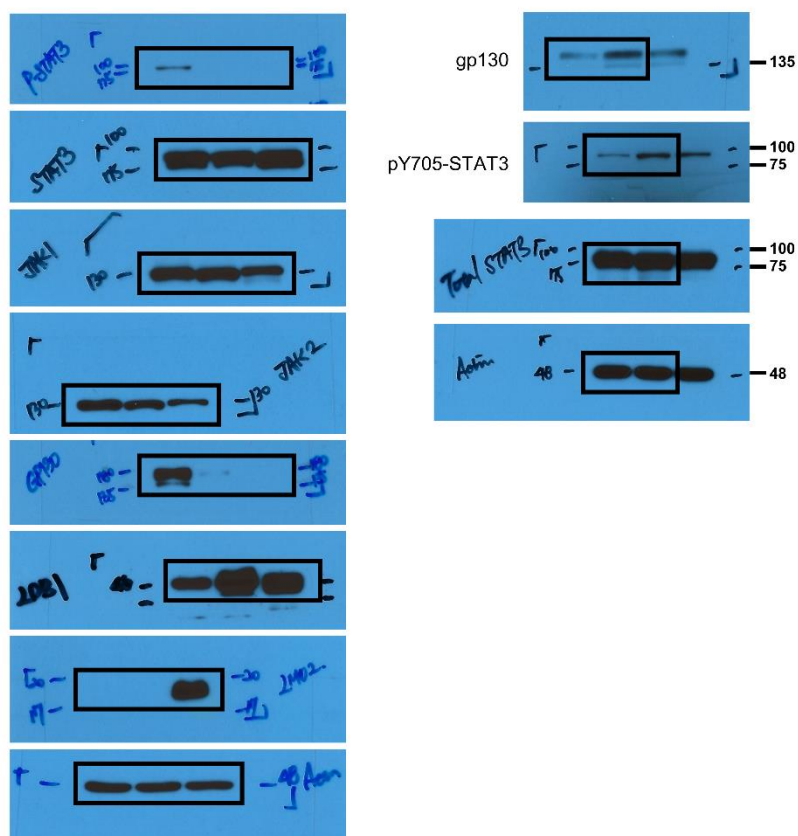

Supplementary Figure S9. Uncropped western blot images of Figure S2.

Supplementary Resources Table.

| REAGENT or RESOURCE                                | SOURCE                   | IDENTIFIER                        |
|----------------------------------------------------|--------------------------|-----------------------------------|
| Antibodies                                         |                          |                                   |
| $\alpha$ -LMO2                                     | R&D systems              | Cat# AF2726;<br>RRID:AB_2249968   |
| $\alpha$ -LDB1                                     | Abcam                    | Cat# ab96799;<br>RRID:AB_10679400 |
| $\alpha$ -JAK1                                     | Cell Signaling           | Cat# 50996;<br>RRID:AB_2716281    |
| $\alpha$ -JAK2                                     | Cell Signaling           | Cat# 3230;<br>RRID:AB_2128522     |
| $\alpha$ -GP130                                    | Santa Cruz Biotechnology | Cat# sc-656;<br>RRID:AB_631591    |
| $\alpha$ -GP130                                    | Abcam                    | Cat# ab226346                     |
| $\alpha$ - $\beta$ -ACTIN                          | Santa Cruz Biotechnology | Cat# sc-47778;<br>RRID:AB_626632  |
| $\alpha$ -pY705-STAT3                              | Cell Signaling           | Cat# 9131;<br>RRID:AB_331586      |
| $\alpha$ -Total STAT3                              | Cell Signaling           | Cat# 4904                         |
| $\alpha$ -ID1                                      | Biocheck                 | Cat# BCH-1/195-14                 |
| $\alpha$ -HA                                       | Cell Signaling           | Cat# 3724                         |
| $\alpha$ -HA                                       | Sigma                    | Cat# H9658                        |
| $\alpha$ -FLAG                                     | Sigma                    | Cat# F7425;<br>RRID:AB_439687     |
| Normal mouse IgG                                   | Santa Cruz Biotechnology | Cat# sc-2025                      |
| Normal rabbit IgG                                  | Santa Cruz Biotechnology | Cat# sc-2027                      |
| Goat anti-rabbit IgG (H+L) Secondary antibody, HRP | Thermo Fisher            | Cat# 31460                        |
| Goat anti-mouse IgG (H+L) Secondary antibody, HRP  | Thermo Fisher            | Cat# 31430                        |
| Mouse anti-goat IgG (H+L) Secondary antibody, HRP  | Thermo Fisher            | Cat# 31400                        |
| Bacterial and Virus Strains                        |                          |                                   |
| XL1-Blue SuperCompetent Cells                      | Agilent Technologies     | Cat# 200236                       |
| Chemicals, Peptides, and Recombinant Proteins      |                          |                                   |
| Fetal Bovine Serum                                 | HyClone                  | Cat# SH30919.03                   |
| Penicillin-Streptomycin Solution                   | HyClone                  | Cat# SV30010                      |
| L-glutamine                                        | HyClone                  | Cat# SH30034.01                   |
| Trypsin                                            | HyClone                  | Cat# SH30042.01                   |
| Accutase solution                                  | Sigma                    | Cat# A6964                        |
| DMEM/High Glucose                                  | HyClone                  | Cat# SH30243.01                   |
| DMEM/F-12                                          | HyClone                  | Cat# SH30023.01                   |
| RPMI-1640                                          | HyClone                  | Cat# SH30027.01                   |
| B27 supplement                                     | Invitrogen               | Cat# 17504-044                    |
| Epidermal growth factor                            | R&D systems              | Cat# 236-EG                       |
| Gentamicin Sulfate                                 | Cellgro                  | Cat# MT-61-098-RF                 |
| Recombinant Human GM-CSF Protein                   | R&D systems              | Cat# 215-GM-010                   |
| DNase I                                            | Thermo Fisher            | Cat# EN0525                       |
| RevertAid First Strand cDNA synthesis Kit          | Thermo Fisher            | Cat# K1622                        |
| Pierce IP lysis buffer                             | Thermo Fisher            | Cat# 87787                        |
| cOmplete, Mini protease inhibitor cocktail         | Roche                    | Cat# 11836153001                  |
| NuPAGE LDS Sample Buffer (4X)                      | Invitrogen               | Cat# NP0007                       |
| Immobilon-P PVDF Membrane                          | Millipore                | Cat# IPVH00010                    |
| PicoEPD Western reagent                            | Elpis Biotech            | Cat# EBP-1073                     |
| RIPA buffer                                        | LPS Solution             | Cat# CBR002                       |
| BD Matrigel matrix                                 | BD Biosciences           | Cat# 354234                       |
| 4',6-diamidino-2-phenylindole                      | Sigma                    | Cat# D9542                        |
| Protein A agarose                                  | Thermo Fisher            | Cat# 20334                        |
| Protein G agarose                                  | Thermo Fisher            | Cat# 20339                        |
| QIAzol Lysis Reagent                               | QIAGEN                   | Cat# 79306                        |

|                                                                             |                       |                         |
|-----------------------------------------------------------------------------|-----------------------|-------------------------|
| LipoJet™ In Vitro Transfection Kit (Ver. II)                                | SignaGen Laboratories | Cat# SL100468           |
| ScreenFect A                                                                | Wako Puro Chemical    | Cat# 299-73203          |
| Lenti-X™ Concentrator                                                       | Clontech              | Cat# 631231             |
| Hexadimethrine bromide                                                      | Sigma                 | Cat# H9268              |
| Phenylmethylsulfonyl fluoride                                               | Roche                 | Cat# 10837091001        |
| Nifuroxazide                                                                | Sigma                 | Cat# 481984             |
| Critical Commercial Assays                                                  |                       |                         |
| TB Green® Premix Ex Taq™                                                    | Takara Bio Inc.       | Cat# RR420A             |
| Dual-Glo™ Luciferase Assay kit                                              | Promega               | Cat# E2940              |
| Duolink™ In Situ Red Starter Kit Mouse/Rabbit                               | Sigma                 | Cat# DUO92101           |
| Duolink™ In Situ PLA® Probe Anti-Goat PLUS                                  | Sigma                 | Cat# DUO92003           |
| RevertAid first-strand cDNA synthesis kit                                   | Thermo Fisher         | Cat# K1622              |
| Experimental Models: Cell Lines                                             |                       |                         |
| U87MG                                                                       | ATCC                  | Cat# HTB-14             |
| U373MG                                                                      | ATCC                  | Cat# HTB-17             |
| HEK293FT                                                                    | Thermo Fisher         | Cat# R70007             |
| JM1                                                                         | ATCC                  | Cat# CRL-10423          |
| TF-1                                                                        | ATCC                  | Cat# CRL-2003           |
| GSC11                                                                       | Dr. Erik P. Sulman    | N/A                     |
| GSC20                                                                       | Dr. Erik P. Sulman    | N/A                     |
| Oligonucleotides                                                            |                       |                         |
| <i>LDB1</i> RNAi targeting sequence:<br>CUUGUAAAGCCCCCCCUG                  | Sigma                 | Cat# SASI-Hs02_00325821 |
| <i>LDB1</i> RNAi targeting sequence:<br>CAAACUUGCCAGGGGAAG                  | Sigma                 | Cat# SASI-Hs01_00167846 |
| Human <i>GAPDH</i> realtime PCR primer<br>forward: CTACACTGAGCACCAGGTGGTCTC | This paper            | N/A                     |
| Human <i>GAPDH</i> realtime PCR primer<br>reverse: GATGGATACATGACAAGGTGCGGC | This paper            | N/A                     |
| Human <i>NESTIN</i> realtime PCR primer<br>forward: AACAGCGACGGAGGTCTCTA    | This paper            | N/A                     |
| Human <i>NESTIN</i> realtime PCR primer<br>reverse: TTCTCTTGTCCTCCGACACTT   | This paper            | N/A                     |
| Human <i>SOCS3</i> realtime PCR primer<br>forward: CCTGCGCCTCAAGACCTTC      | This paper            | N/A                     |
| Human <i>SOCS3</i> realtime PCR primer<br>reverse: GTCACGTGCGCTCCAGTAGAA    | This paper            | N/A                     |
| Human <i>IL6ST</i> realtime PCR primer<br>forward: CATAGTCGTGCCTGTGTGCT     | This paper            | N/A                     |
| Human <i>IL6ST</i> realtime PCR primer<br>reverse: GTGACCACTGGGCAATATGA     | This paper            | N/A                     |
| Human <i>LDB1</i> realtime PCR primer<br>forward: TATCCGCCTACATACCTGGAG     | This paper            | N/A                     |
| Human <i>LDB1</i> realtime PCR primer<br>reverse: GAAGCCGTTTGTTAAGCTCAAAT   | This paper            | N/A                     |
| Human <i>ID1</i> realtime PCR primer<br>forward: AAACGTGCTGCTCTACGACA       | This paper            | N/A                     |
| Human <i>ID1</i> realtime PCR primer<br>reverse: GATTCCGAGTTCAGCTCCAA       | This paper            | N/A                     |
| Human <i>MYC</i> realtime PCR primer<br>forward: TCCTGGCAAAGGTCAGAGT        | This paper            | N/A                     |
| Human <i>MYC</i> realtime PCR primer<br>reverse: AGCTTTTGCTCCTCTGCTTG       | This paper            | N/A                     |
| Recombinant DNA                                                             |                       |                         |
| pCDH-CMV-HA-FLAG-LMO2-puro                                                  | This paper            | N/A                     |
| pcDNA3.1(+)-HA-LMO2-puro                                                    | This paper            | N/A                     |
| pCMV-Tag2B-JAK1                                                             | This paper            | N/A                     |
| pCMV-Tag2B-JAK2                                                             | This paper            | N/A                     |

|                                                                 |                               |                                                                                                 |
|-----------------------------------------------------------------|-------------------------------|-------------------------------------------------------------------------------------------------|
| pCMV-Tag2B-gp130                                                | This paper                    | N/A                                                                                             |
| pcDNA3.1(+)-LIM1-GFP                                            | This paper                    | N/A                                                                                             |
| pcDNA3.1(+)-LIM2-GFP                                            | This paper                    | N/A                                                                                             |
| pcDNA3.1(+)-FLAG-FERM                                           | This paper                    | N/A                                                                                             |
| pcDNA3.1(+)-FLAG-SH2                                            | This paper                    | N/A                                                                                             |
| pcDNA3.1(+)-FLAG-JH2                                            | This paper                    | N/A                                                                                             |
| pcDNA3.1(+)-FLAG-JH1                                            | This paper                    | N/A                                                                                             |
| pcDNA3.1(+)-FLAG-gp130 <sup>ID</sup>                            | This paper                    | N/A                                                                                             |
| pLKO.1-puro-shNT                                                | Addgene                       | Cat# 109012                                                                                     |
| pLKO.1-shLMO2 #128 targeting sequence:<br>CCATAGTAACTGACATGATTA | Sigma                         | Cat#<br>TRCN0000017128                                                                          |
| pLKO.1-shLMO2 #129 targeting sequence:<br>GCGGGTGAAAGACAAAGTGTA | Sigma                         | Cat#<br>TRCN0000017129                                                                          |
| pLKO.1-shID1 #1 targeting sequence:<br>CCTACTAGTCACCAGAGACTT    | This paper                    | N/A                                                                                             |
| pLKO.1-shID1 #2 targeting sequence:<br>ACTCGGAATCCGAAGTTGGAA    | This paper                    | N/A                                                                                             |
| pCDH-3xSBE-mCMV-EGFP                                            | This paper                    | N/A                                                                                             |
| Software and Algorithms                                         |                               |                                                                                                 |
| Image j                                                         | National Institutes of Health | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                             |
| Beegle                                                          | N/A                           | <a href="http://beegle.esat.kuleuven.be/">http://beegle.esat.kuleuven.be/</a>                   |
| Contra v3                                                       | N/A                           | <a href="http://bioit2.irc.ugent.be/contra/v3/">http://bioit2.irc.ugent.be/contra/v3/</a>       |
| MassMatrix                                                      | MassMatrix                    | <a href="https://massmatrix.bio/">https://massmatrix.bio/</a>                                   |
| Prism 6                                                         | Graphpad                      | <a href="https://www.graphpad.com">https://www.graphpad.com</a>                                 |
| ELDA                                                            | N/A                           | <a href="https://bioinf.wehi.edu.au/software/elda">https://bioinf.wehi.edu.au/software/elda</a> |
| IncuCyte 2019B Rev2                                             | Satorius                      | N/A                                                                                             |
| GeneMANIA v3.5.1                                                | N/A                           | <a href="https://genemania.org">https://genemania.org</a>                                       |
| ZEN 3.1 (blue edition)                                          | Carl Zeiss                    | <a href="https://zeiss.com">https://zeiss.com</a>                                               |
| Deposited data                                                  |                               |                                                                                                 |
| LMO2 RNA-sequencing data                                        | This paper                    | GSE182169                                                                                       |
| ID1 RNA-sequencing data                                         | This paper                    | GSE182670                                                                                       |
| LMO2 binding protein LC-MS/MS data                              | This paper                    | PXD028254                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

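The ID1 RNA-seq experiment of the paper was deposited as 15 libraries from U87MG cells collected 24 h after lentiviral transduction, in 5 groups of 3 labelled as GFP control or as overexpression of ID1, ID2, ID3 or ID4. Groups are named by these labels throughout, although counts of ID1 and ID2 were not raised in the libraries labelled with them. The labels number the libraries 1 to 3 within each group. Data from the other experiments of the paper were not used here.

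The libraries were made with the QuantSeq 3′ kit and processed by the company eBiogen against hg19, which is the GRCh37 build. The authors deposited 2 kinds of values for each gene and library, in 15 columns each. The first kind is the log2 of the count normalized between libraries by the authors. The second kind is raw counts, which the authors deposited without normalization. The aligner, the counting tool, the gene annotation and the normalization method are not stated in the paper's text. The deposited label names quantile normalization, but the 15 columns do not share 1 distribution. Above 50 counts, each column was close to the log2 of the count plus 1, shifted by a constant for that library.

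Total counts per library were 11949100 to 14198548 for GFP, 13379741 to 15148979 for ID1, 13721726 to 14454067 for ID2, 13369680 to 14428920 for ID3 and 11089044 to 13216203 for ID4. The 20 genes with the highest counts took 11.0% to 12.9% of a library. A floor of 3 counts corresponded to 0.198 to 0.271 CPM on the full library totals. The labels name no molecular identifiers, so floors cover counting error only.

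Before the data were examined, the test across genes was set as limma on normalized log2 values. Since the deposit also held raw counts, edgeR became the reported test and limma an alternative. Counts were analysed with edgeR 4.0.16 in R 4.3.3 with TMM normalization (factors 0.978 to 1.026) and a quasi-likelihood test on 1 mean per group over all 15 libraries (common dispersion 0.00463). P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 12870 genes with a mean deposited log2 value of 3.22 or more were tested, the upper 50% of the 25737 listed. A gene expressed in few groups can fall below this limit. The ID1 signature followed the rule of the methods on the deposited log2 values, with a fold threshold of 2 and an unadjusted p under 0.05. Comparisons of single values between groups used two-sided exact permutation tests, which cannot go below p = 0.10 for 3 libraries against 3.

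Tests were tried on simulated data in which 200 of the 12870 genes were changed. Only genes with high counts were changed, all by more than 2-fold. Finding all of them was therefore likely in advance and says nothing about smaller changes or low counts. The rule of the methods was tried on these 12870 genes, not on the 25737 listed genes that the signature used. The edgeR test found all 200 with 13 false calls, limma 3.58.1 with trend found 200 with 20, DESeq2 1.42.0 found 200 with 16, and the rule of the methods found 200 with 9.

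Gene positions came from the GENCODE annotation lifted to GRCh37. Of the 25737 listed genes, 21995 matched by symbol and 1400 by an older symbol, and 2342 had no match. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

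Genes named in the text followed a rule set before the data were examined. They are a list of 22 genes, made up of ID1 to ID4 and genes that the paper names for LMO2, STAT3 signaling, stemness or Fig. 4A, and the 5 raised and 5 lowered genes with the largest change between ID1 and GFP among those past the adjusted threshold with no overlap between the groups. Other genes are named only with the statement that they were chosen after their values were seen.

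The alternatives set before the data were examined were other filters on low values, other forms of the moderated test, only the 2 groups compared, a fold threshold, a replicate block, re-centred values, and leaving out each replicate. For the signature, they also included linear values, an unequal-variance test, adjusted p-values, limma's p-values and a fold threshold of 1.5. The limma test as an alternative to edgeR, and DESeq2 with its size factors, were added after the data were seen. The replicate number was tried as a block because the labels number the libraries 1 to 3 within each group without saying what the numbers mean.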

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

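The tests of depth, of dominant genes, of GC content and length, of batches and of several chromosomes together were chosen after the result was seen, while the counts over other splits and the test of each chromosome were set before.

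The paper reports on ID1 alone, but the deposited data also hold libraries labelled ID2, ID3 and ID4, and these differed from GFP as well. With an adjusted p under 0.05 by edgeR's quasi-likelihood test, 4519 of 12870 genes differed for ID2 (2375 higher, 2144 lower), 3685 for ID3 (1949 higher, 1736 lower) and 2775 for ID4 (1551 higher, 1224 lower), beside 2849 for ID1. A change of the same direction in all 4 groups was found for 786 raised and 536 lowered genes of ID1. For 175 raised and 178 lowered genes of ID1, no other group passed in the same direction. Between ID1 and GFP, 4751 genes (36.9%) had no overlap between the libraries, where chance gives 10%.

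The groups also differed from each other in the same fit, in which each contrast tests the difference itself. Between ID1 and ID2, 2398 genes differed (1145 higher and 1253 lower in ID1). Between ID1 and ID3 there were 1182 (575 higher, 607 lower) and between ID1 and ID4 there were 627 (297 higher, 330 lower).

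For each of these 7 contrasts and for the 631 genes of the ID1 signature, the real split was the only 1 of the 4 splits parting all libraries of equal number, and the only 1 of all 10, with as many genes. The other splits gave 0 genes with an adjusted p under 0.05 in the 7 contrasts and 295 to 1293 at an unadjusted p under 0.05, but they mix libraries of both groups, which enlarges the spread within each side, so this could hardly come out otherwise. They gave 127 to 194 genes by the rule of the signature (130 to 144 in the splits parting all pairs). With 4 or 10 splits, the share cannot fall below 0.05.

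GFP stood apart from all 4 ID groups. On the main axis of variation (29.8% of the variance), the GFP libraries lay at -33.6 to -31.1 and the others at 1.8 to 21.3. A comparison with GFP gave 3457.0 genes on average and a comparison among the ID groups 1664.3, a ratio of 2.08. The ratio was 2.12 after thinning all libraries to the smallest total, 2.08 without the 20 genes with the highest counts, and 2.22 after correction for GC content and length on the 12381 genes (96.2%) with both values, so that none of these accounts for it. The label numbers gave no sign of batches, with a mean correlation of -0.02 between libraries of equal number, but the data do not name the batches of culture, transduction or sequencing. A batch in which each group was handled apart cannot be told apart from the groups. The median change of a chromosome reached 0.37 (chromosome 15, ID4). A difference in copy number between the GFP cells and the ID cells may therefore contribute, although the ratio was 1.87 without the genes of chromosomes 10, 12 and 15. Without them, the lowest number against GFP (2050) fell below the highest among the ID groups (2118), whereas with all genes these were 2775 and 2398. Without chromosomes 6 and 8 as well, which also had windows of genes shifted in all 4 groups, the ratio was 1.84, with 1812 and 1942. A shared effect of the ID proteins remains possible as a biological explanation, but it cannot be told apart from a difference between the cell populations or batches, since GFP is the sole control.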

How the results depend on the processing

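Apart from limma with trend and DESeq2, which were added after the data were seen, the alternatives were chosen before the data were examined. A number of genes counts as stable here within 1.5 times the reported one. The planned pseudocounts were not run because the deposited normalized values are already on the log2 scale.

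With a log2 fold change over 1 required as well, the number of differing genes was 384 for ID1 (278 higher, 106 lower), 569 for ID2, 376 for ID3 and 323 for ID4 against GFP, and 155, 64 and 72 between ID1 and ID2, ID3 and ID4, in which the threshold itself removes the genes with small changes. For ID1 against ID3, limma without a trend on the deposited log2 values gave 749 genes beside 1182. For ID1 against ID4, a fit on only these groups gave 1064 genes beside 627. In both cases the cause was not tested. The upper 25% of genes by mean gave 1920, 3025, 2515 and 1911 genes for ID1 to ID4 against GFP. The replicate block gave 2713, 4363, 3517 and 2585 genes for ID1 to ID4 against GFP, limma with trend 2845, 4505, 3660 and 2792, and DESeq2 2703, 4254, 3433 and 2592. The fits that each left out 1 replicate gave 2220 to 2400 genes for ID1, 3928 to 4425 for ID2, 2909 to 3285 for ID3 and 2132 to 2349 for ID4, and 1697 to 2216, 634 to 1165 and 363 to 423 between ID1 and ID2, ID3 and ID4.

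The ID1 signature of 631 genes fell to 336 in the upper 50% of genes by mean, to 63 in the upper 25% and to 257 with Benjamini-Hochberg adjusted p-values, and rose to 1191 with a fold threshold of 1.5. Since 288 of its genes had a mean under 10 counts, depth limits this result. The numbers were 496 with paired differences, 942 with limma's unadjusted p, 546 with the unequal-variance test, 612 on linear values, 645 with differences of mean log2 values, 630 after re-centring, which hardly moves these values, and 613 to 663 with 1 replicate left out.

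Split-control correlations of changes of 0.57 between ID1 and ID2, ID3 and ID4 became 0.70, 0.72 and 0.73 in the upper 25% of genes, 0.33, 0.31 and 0.32 over all genes with variation, and 0.73, 0.76 and 0.76 with a shared control, whose noise enters both changes. The cause of the other changes was not tested.

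The log2 difference of each ID gene in the libraries carrying its label kept its direction with 1 replicate left out, at -0.50 to -0.46 for ID1, -0.94 to -0.89 for ID2, 0.46 to 0.52 for ID3 and 9.78 to 10.72 for ID4. The mean difference of the Fig. 4A genes stayed at 0.54 to 0.62.

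For the 32 named genes, 444 of 464 values under alternatives kept direction and side of the threshold, 11 became weaker, 4 stronger and 5 reversed. All 5 reversals were in genes without a passing p and with 1 replicate left out: LDB1 at 0.00 (range 0.00 to 0.22), JAK2 at -0.08 and -0.01 (range -0.08 to 0.12) and MYC at -0.01 and -0.07 (range -0.07 to 0.08).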

Other observations

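The gene lists, the shared deviation of libraries, each chromosome, and the effects of GC content and normalization on chromosome 15 were tested as set before their values were seen. The lists for the amino acid response and for actin and SRF were prompted by a few genes with large changes, such as ASNS and SLC7A5, which were left out of them. The tests of ID1 counts, of genes raised in 1 group alone and of copy number along chromosome 15 were chosen after the result was seen.

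Counts of ID1 were not raised in the libraries labelled ID1 (log2 difference -0.48 from GFP in the deposited values, and -0.48 after centring each library on its median gene, which hardly moves values already centred and so does not test normalization). The highest difference from GFP among the libraries labelled ID2, ID3 and ID4 was -0.08, so that the mean level of none of these groups was above that of GFP. A swap of the GFP and ID1 labels is not tested by this. Other values argue against a swap of single libraries between GFP and ID1. On the main axis of variation, the GFP libraries lay at -33.6 to -31.1 and the ID1 libraries at 3.3 to 4.7. The ID1 level was 339 to 355 CPM in the GFP libraries and 246 to 251 in the ID1 libraries. A swap of these groups as a whole, a swap with another group or other cells, or a failed transduction cannot be excluded. A transcript from the vector may escape counting if it ends outside the annotated 3′ end, since 2 of the 4 ID genes (ID1 and ID2) were lower in the libraries carrying their own label. ID4, with a difference of 10.26, was counted. The vector sequence was not used here, so this cannot be told apart from absent overexpression. ID2 mRNA was lower than in GFP in all 4 groups, with log2 differences of -1.34, -0.91, -0.89 and -1.25 for ID1 to ID4, and ID3 mRNA was 0.39 higher in ID2 and 0.49 higher in ID3 (two-sided exact permutation p = 0.10 each).

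Of the list of 22 genes, which holds ID1 to ID4 and genes that the paper names, 13 had an adjusted p under 0.05 between ID1 and GFP over all tested genes (6 higher, 7 lower) and 16 when adjusted over the list alone (9 higher, 7 lower). LMO2 mRNA itself was lower in ID1 than in GFP, with a log2 fold change of -1.33 (standard error 0.33, adjusted p = 0.00531 from edgeR) at 17 to 32 against 43 to 63 counts. Its adjusted p ranged from 8.09e-06 to 0.0879 over the alternatives. The log2 fold change was 0.36 for JAK1, 0.47 for LMO4, -0.19 for STAT3 and -0.41 for NES. For STAT3, the adjusted p from edgeR was 0.0434 (range 0.0130 to 0.203 over the alternatives). For NES, it was 0.00991 (range 0.00133 to 0.0558), so both crossed the threshold in some alternatives. LDB1, JAK2, IL6ST, SOCS3 and MYC did not pass when adjusted over all tested genes, with adjusted p-values over the alternatives of 0.442 to 0.991 for LDB1, 0.635 to 1 for JAK2, 0.0697 to 0.271 for IL6ST, 0.0256 to 0.884 for SOCS3 and 0.827 to 1 for MYC.

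The 8 genes of Fig. 4A other than ID1, which the paper found raised in cells with LMO2, had a mean log2 value of 8.74 ± 0.08 (SD, n = 3) in GFP and 9.32 ± 0.04 (SD, n = 3) in ID1, a difference of 0.58 (two-sided exact permutation p = 0.10). Of the 8, 5 were higher. CRYAB (log2 fold change 2.59), PODXL (1.76), GREM1 (0.66) and CTGF (0.60) were called higher and STC2 (-0.89) lower. Adjusted over these 8 alone, 6 passed (5 higher, 1 lower). Their median change lay at percentile 100.0 of 10000 random lists matched on expression. The mean difference was 0.92 in ID2, 0.60 in ID3 and 0.45 in ID4, so it was not particular to ID1. GREM1 lies on chromosome 15, whose genes were shifted as a whole.

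Changes were correlated across the 12870 genes, which are not independent replicates. With separate GFP libraries for each change, Pearson's r between ID1 and ID2, ID3 and ID4 was 0.57 in each case, and Spearman's rho was 0.47, 0.48 and 0.50. These 3 relations were described without a p-value.

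Genes of chromosome 15 were higher in all 4 ID groups than in GFP. Over 293 genes with a mean log2 CPM of at least 3, from 22833496 to 102516469 on GRCh37, the median log2 difference was 0.34 for ID1, 0.25 for ID2, 0.32 for ID3 and 0.37 for ID4, with 93.9%, 85.3%, 89.4% and 96.6% of the genes higher. The median of every GFP library lay at -0.26 to -0.24 from the mean of the groups, and that of every other library at -0.01 to 0.11. In windows of 25 genes along the chromosome, all 11 windows were higher in each ID group, at 0.13 to 0.44. The lowest of the 4 medians was 0.25, and 0.24 after a correction for GC content and length that moved a difference from GFP by over 0.1 in 1817 of 12381 genes, so that these do not account for the shift. It was 0.23 with library totals in place of TMM factors, which act on all chromosomes alike and so do not test a shift of one of them. A candidate explanation is a lower copy number of chromosome 15 in the GFP cells, or a higher one in the ID cells, since the shift ran over all 11 windows. As the cells were collected 24 h after transduction, such a difference may have been present before it. Part of chromosome 12 was shifted too, with windows from 389223 to 67713733 at 0.09 to 0.42 and later windows at -0.31 to 0.19, a border chosen after the values were seen. The last 2 windows of chromosome 6, from 143072606 to 170893780, were higher in all 4 ID groups at 0.17 to 0.46. All 14 windows of chromosome 10 were lower in ID1, at -0.26 to -0.01. Over all 343 windows, 22 were higher and 3 lower by at least 0.15 in all 4 groups, on chromosomes 6, 8, 10, 12 and 15. No DNA was measured, and no biological explanation was tested. Of the 1597 genes higher in ID1, 217 (13.6%) were on chromosome 15, beside 413 (3.2%) of the tested genes and 6 (0.5%) of those lower. Among tested genes of the ID1 signature, the share was 4.1% of the raised and 4.3% of the lowered genes, so that the 2-fold rule left most of this shift out.

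Some genes differed in 1 group alone, at least 2-fold from each other group with the other 4 groups within 0.5 (log2) of each other. There were 35 raised and 28 lowered genes. Of the raised, 34 had a mean of at least 50 counts, so that counting noise does not account for them. Genes next to them were over 0.5 higher in the same group in 3.8% of 132 cases, beside 2.8% for all genes. Gains of whole regions thus do not account for these genes as a set. Seen afterwards, RAD50 lay next to TH2LCRR, both raised in ID2, and SMAP1 next to B3GAT2, both raised in ID4. For these pairs, a gain of the region was not excluded. In single ID groups, 21 genes were raised and 0 lowered at 50 counts or more (22 and 4 without this limit). Insertion of the vector near a gene in a few cells that grew out would raise genes in this way, but 24 h after transduction leave little time for outgrowth, and insertion sites were not measured. In GFP alone, 13 genes were raised and 24 lowered (13 and 13 at 50 counts or more). The raised genes were lower and the lowered genes higher in all 4 ID groups, which a shared effect of the ID proteins would also give. In the genes raised in a single ID group, an effect of that protein cannot be told apart from other differences between the cells of the groups. Chosen after their values were seen, RAD50 in ID2, MDM1 and EYA3 in ID1, and ARL14EP and ASNS in GFP are examples.

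In 6 genes, chosen after their values were seen, 1 group had a mean of at least 50 counts and every library of another had at most 3. They are ID4, ADAM7, ZPLD1, ZBBX, ALDH1A1 and MLANA. ZPLD1 had 371 to 539 counts in GFP and at most 3 in any other library. MLANA had 41 to 61 counts in ID2 and at most 8 elsewhere. ADAM7 had 309 to 374 counts in ID1, 320 to 388 in ID4 and at most 4 elsewhere. Only ID4 and ADAM7 were among the tested genes.

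After removal of the group means, libraries of different groups deviated along a shared axis that held 46.5% of the variance within groups over 5085 genes. Library 3 of ID2 scored highest, at 10.5, and the other libraries lay from -5.3 to 3.7. The genes with the largest weights, seen afterwards, included HSPB8, SMN1, MCAM and ATXN2L. The weights had a rank correlation of 0.24 with GC content and -0.03 with length, under the limit set for these. The scores had a Spearman rho of 0.26 with total counts, which still hold differences between groups. With total counts centred within groups, a test added after the result was seen, Spearman's rho was 0.47 (p = 0.0436) and Pearson's r was 0.43 (p = 0.0508) over 15 libraries, by two-sided exact permutation of the scores within groups, without adjustment for the relations tried. Without the 2 libraries farthest from the median of the centred totals, r was 0.45. Depth alone does not account for the highest score, since ID2 libraries 2 and 3 had total counts of 14442045 and 14454067 but scores of -5.3 and 10.5. A partial effect of depth on the other libraries was not excluded. No biological explanation was tested.

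In 4 gene lists, changes from GFP were compared with 10000 random lists matched on expression, 16 comparisons in all. The 25 tested genes of the amino acid response were lower in all ID groups (medians -0.80, -0.77, -0.76 and -0.74 for ID1 to ID4, 21 or 22 genes lower), and the percentile nearest the middle was 0.0. Without 3 genes that also differed in 1 group alone, the medians were -0.73, -0.70, -0.72 and -0.67. The 14 tested genes of actin and SRF were higher (0.51, 0.51, 0.49 and 0.43), at percentile 100.0. The 22 genes of S phase and mitosis were lower (-0.14, -0.29, -0.27 and -0.16), at 0.4. The 12 means of these 3 lists differed from GFP without overlap (two-sided exact permutation p = 0.10 each), and the directions held with re-centred values and with library totals. The 15 tested interferon response genes were lower in ID1 (median -0.22, percentile 0.5) and ID2 (-0.28, percentile 0.8), where the list means also lay apart from GFP (two-sided exact permutation p = 0.10 each). They were not lower in ID3 (0.04, percentile 56.8) and ID4 (0.00, percentile 43.3), so the change was not shared by all 4 groups. The difference between these groups was not tested. A difference in nutrient state, density or growth between the GFP cultures and the others may produce such changes, as could a shared effect of the ID proteins, and the data do not tell these apart.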
